# Low-Dose, Long-Wave UV Light Does Not Affect Gene Expression of Human Mesenchymal Stem Cells

**DOI:** 10.1371/journal.pone.0139307

**Published:** 2015-09-29

**Authors:** Darice Y. Wong, Thanmayi Ranganath, Andrea M. Kasko

## Abstract

Light is a non-invasive tool that is widely used in a range of biomedical applications. Techniques such as photopolymerization, photodegradation, and photouncaging can be used to alter the chemical and physical properties of biomaterials in the presence of live cells. Long-wave UV light (315 nm–400 nm) is an easily accessible and commonly used energy source for triggering biomaterial changes. Although exposure to low doses of long-wave UV light is generally accepted as biocompatible, most studies employing this wavelength only establish cell viability, ignoring other possible (non-toxic) effects. Since light exposure of wavelengths longer than 315 nm may potentially induce changes in cell behavior, we examined changes in gene expression of human mesenchymal stem cells exposed to light under both 2D and 3D culture conditions, including two different hydrogel fabrication techniques, decoupling UV exposure and radical generation. While exposure to long-wave UV light did not induce significant changes in gene expression regardless of culture conditions, significant changes were observed due to scaffold fabrication chemistry and between cells plated in 2D versus encapsulated in 3D scaffolds. In order to facilitate others in searching for more specific changes between the many conditions, the full data set is available on Gene Expression Omnibus for querying.

## Introduction

Light is a stimulus now widely used in the presence of cells for biotechnology applications employing photo-chemistries. A filtered light source emits a controlled wavelength and intensity of light to trigger an environmental change affecting *in vitro* cultured cells. It is generally accepted that the shorter the wavelength (higher energy), the less compatible light may be with living systems. Visible (400–700 nm) and infrared (700 nm to 1 mm) wavelengths typically do not interact with intracellular components, although prolonged exposure may generate heat depending on the light source[1]. UV light can be divided into three categories: UVA (315–400 nm), UVB (280–315 nm) and UVC (100–280 nm). UVB and UVC light are capable of inducing direct DNA damage and are often used for sterilization[2–5], while UVA may induce indirect DNA damage through the production of free radicals given the right environment and intensity[6]. Nearly all cell-based applications of photochemistry use light sources with UVA wavelengths (or longer) because they generally balance the energy requirements to achieve photoreactions with cell compatibility. However, in-depth investigations of the biological effects of light on cells is historically in the context of solar radiation and exposure of living things to sunlight. Although many reports that describe the effect of UV light on cells exist, it is difficult to compare data from these studies due to the wide variation in procedure, light sources, cell types, and other chemical species in the experiments that may be absorbing light. The effect of UVA light for the purpose of photochemistry on cells is therefore unclear.

Despite this uncertainty, many researchers (including ourselves) use UVA light in the presence of cells because it allows precise spatial and temporal control over the physical and chemical properties of materials. Techniques such as photouncaging of small molecules[7], photopatterning of surfaces and materials[8], photoencapsulation of cells[9–12], and photorelease of therapeutics or cells[13–17] allow researchers to generate complex physical and chemical cell microenvironments that cannot be accomplished with other techniques. Light is thus a tool to initiate more complex experimental perturbations.

Numerous photochemistry studies have provided control experiments for cell viability after exposure to UVA, or at most modest immunolabeling for DNA damage-related proteins. However, no study has shown definitively the absence of other unpredictable and non-toxic changes with UVA exposure, changes that may contribute to interpretations of data. Gene arrays are an ideal, though often cost-prohibitive, technique to probe these unpredictable changes.

Typical exposure conditions for cell-based photochemistry use low-intensity long wave UV light and relatively short exposure times (365 nm, I_0_ = 5–20 mW/cm^2^, t = 2–20 min; total dose 5–10 J/cm^2^). Many studies have demonstrated cytocompatibility of these techniques through common viability assays such as the tetrazoluim bromide based MTT or MTS assays, or the calcein AM/ethidium homodimer-based Live/Dead assay [9, 18–20]. In a seminal study, Bryant, Nuttleman and Anseth reported the cytocompatability of a series of photoinitiating systems for encapsulation of NIH 3T3 cells and chondrocytes[9]. They found that nearly all chondrocytes survived encapsulation in polyethylene glycol gels using low concentrations of 2-hydroxy-1-[4-(hydroxyethoxy)phenyl]-2-methyl-1-propanone (I2959) and moderate fluxes (t = 10 min, I_0_ = 8 mW/cm^2^; 4.8 J/cm^2^ total dose). Elisseeff’s group investigated the cytocompatibility of photointiating systems over a broad range of mammalian cell types and species, and found they caused minimal cell death[20]. Interestingly, cell lines with shorter doubling times were more sensitive to the photoinitiating system, exhibiting higher rates of cell death compared to less proliferative cell lines. In addition to quantifying cell viability, a few studies have further investigated DNA damage in the presence of photoinitiators. Burdick’s group reported incidentally that large fluxes of 365 nm light (t = 30 min, I_0_ = 10 mW/cm^2^; 18 J/cm^2^) increase P53 protein immunolabelling in human mesenchymal stem cells (hMSC)[21], a potential indicator of DNA damage. Very large fluxes of UVA light (50 J/cm^2^) without photoinitiating systems are known to cause severe membrane damage to human fibroblasts[22].

While such studies indicate that UVA light appears to be generally non-toxic at reasonable fluxes (but potentially damaging at larger fluxes), no other behavioral changes have been tracked. Also, because many of these early studies were done with photoencapsulation as the primary application, the effects of light alone and the reactive species generated by light (i.e. radicals) are coupled. Photoinitiating systems used with cells usually generate reactive radical species, which may induce cell damage. It is imperative to decouple these effects since techniques such as photorelease and photouncaging do not necessarily generate reactive radical species. Additionally, unless exposure conditions are carefully regulated, heat generation may confound the results. The expanding use of long-wave UV light for *in vitro* applications demands a more thorough look at the biological effects of this type of light exposure. To address all of these issues, we characterized the effect of long wave UV-light exposure on the gene expression of human mesenchymal stem cells in the absence and presence of radicals, in both 2D (monolayer) and 3D (encapsulated) culture systems. We extended the exposure time with low intensity to represent the upper limit of fluxes used in photochemistries while minimizing heat build-up. This work decouples the effects of long wavelength UV light exposure from radical polymerization and establishes a common baseline of effects from UVA light for a more broad range of applications than just photoencapsulation.

Human mesenchymal stem cells (hMSCs) were chosen for their broad applicability and stem cell properties, a cell type widely in use but poorly characterized with regard to light exposure. These cells were received as P0 from a single donor (see S1 Note and S1 Fig for detailed discussion of experimental variability and using a single donor) and were expanded in P1 for the following culture conditions during P2: 2D (monolayer in a flask), 3D_R_ (encapsulated in poly(ethylene glycol)(PEG) via Radical polymerization), and 3D_C_ (encapsulated in PEG) via Conjugate addition (no free radicals)). Each of these three conditions (2D, 3D_R_ and 3D_C_) was irradiated with long-wave UV light (365 nm, 3.5 mW/cm^2^, 25 minutes cumulative, resulting in 5.25 J/cm^2^), for a total of six experimental groups (Fig 1). Because the 3D_C_ samples were created and collected on a different date than the 3D_R_ samples, we created a duplicate 2D group as a control between the two (2D_1_ performed with 3D_C_ and 2D_2_ performed with 3D_R_). The 2D samples were also exposed to UV light. No 2D_R_ samples were generated because the radicals kill the monolayer cells in the absence of a reactive macromer. All samples and abbreviations are summarized in S1 Table. mRNA from all the samples (performed in triplicate) was collected for gene array analysis using the Affymetrix HG-U133 Plus 2.0 Array.

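RNA from hMSCs was hybridized to 24 HG-U133 Plus 2.0 arrays, 3 for each of 8 groups. Cells on plastic were prepared in 2 months, each without UV (2D1 and 2D2) and with UV (2D1UV and 2D2UV). Gels made by conjugate addition (3DC and 3DCUV) were prepared in the month of 2D1, and gels made by radical polymerization (3DR and 3DRUV) in the month of 2D2, so that gel type and month can be told apart only through the 2D cultures. A 2D sample held 500000 cells and a gel of 100 µL held 3000000 cells, all at passage 2. The UV groups received light of 365 nm at 3.5 mW/cm2 for 25 minutes, a dose of 5.25 J/cm2. The paper places the exposure on day 2 and the collection on day 3, the protocol in the sample labels places them on days 1 and 2, and another label field gives an exposure day of 1, 2 or 3 for replicates 1, 2 and 3.

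The deposited table gives 1 signal per probe set and array on a linear scale. The paper names Partek for its analysis and RMA (robust multi-array average) in its Fig 3 legend, which these linear values are not. The signals ran from 0.0364 to 74241. Without its lowest and highest 2% of values, each array had a mean of 500.1. Array medians were 60.4 ± 2.41 (SD, n = 12) in the 2D groups, 75.5 ± 4.11 (SD, n = 6) in 3DC±UV and 73.0 ± 4.77 (SD, n = 6) in 3DR±UV. Between 40.4% and 47.8% of the signals of an array were below 50, and 50 was added to every signal before taking log2. Fold changes are therefore on the log2(signal + 50) scale, which understates the changes of dim genes. No value to add had been planned. Fits with 0 or 16 in place of 50 were made in the same run. They call more genes in every comparison at 2-fold and an unadjusted p under 0.05, 0 the most. At a Benjamini-Hochberg adjusted p under 0.05 that order does not hold. With 50, 16 and 0 added, 28, 31 and 18 genes were then called in 3DCUV against 3DC, and 324, 562 and 557 in 3DRUV against 3DR.

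Group means were fitted with limma to all 24 arrays, which leaves 16 residual degrees of freedom. All groups share a single variance per probe set, although the median SD among replicates was larger in the 3D groups than in 2D. For a gene that varies more in gels, standard errors and p-values are therefore too small between gels and too large between 2D cultures. A probe set was called at over 2-fold and an unadjusted p under 0.05, the paper's threshold. P-values adjusted by the Benjamini-Hochberg method over the 54613 probe sets tested are given beside it, and a gene is said to have risen or fallen only at an adjusted p under 0.05. Lists of genes, 38 in number with 638 measured members of 643, were fixed before the data were examined. They were tested with limma's camera, with a preset inter-gene correlation of 0.01 and again with the correlation estimated, on 1 probe set per gene, the one with the highest mean. The exact permutation test of 3 arrays against 3 cannot give a two-sided p below 0.1, and the number of arrays limits the precision of every value.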

**Fig 1:**
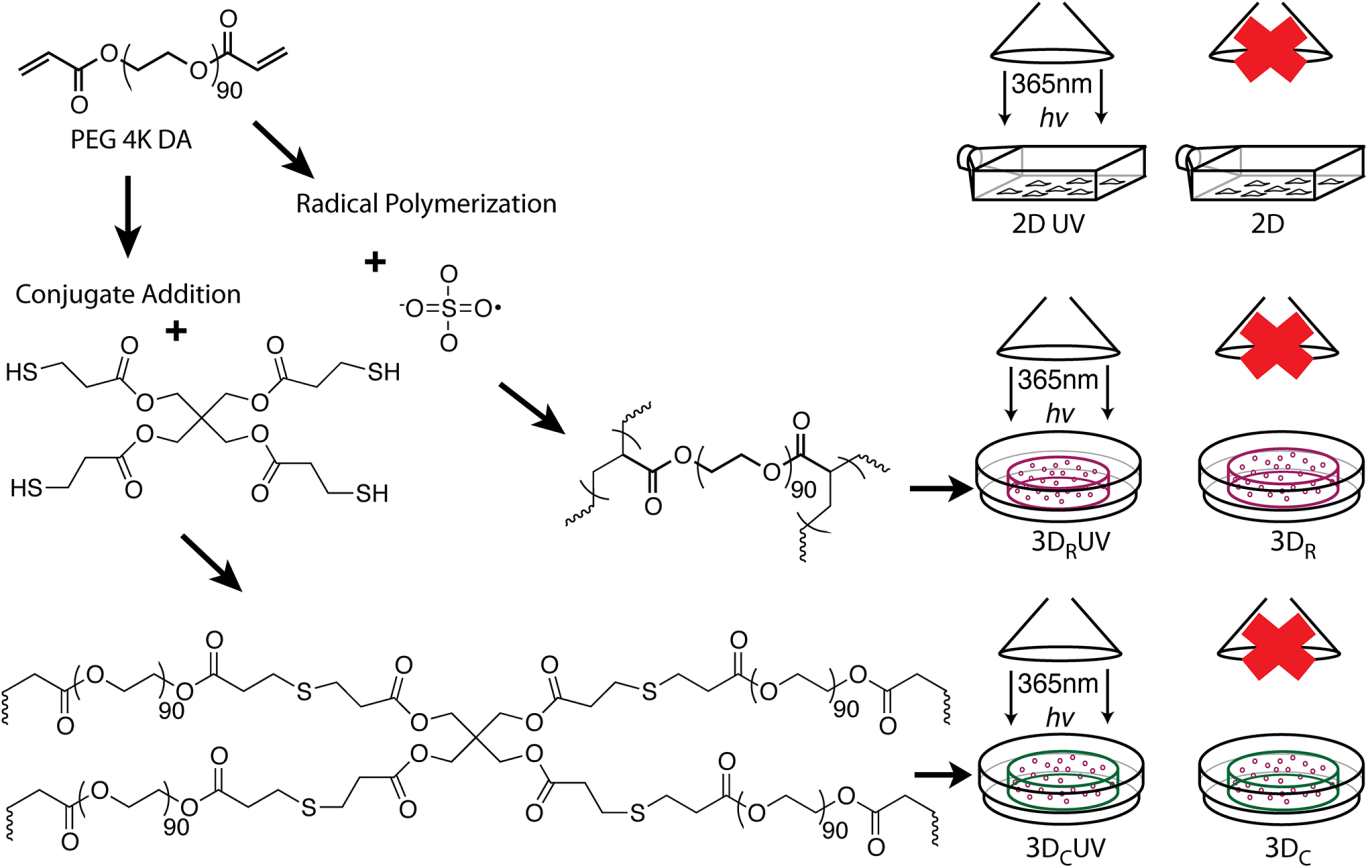
Experimental groups illustrated. A single vial of P0 hMSCs were expanded at low density to greater than 25 million cells at P1. These cells were trypsinized and a portion of them replated at 500,000 cells / 75cm^2^ flask for 2D samples. Another portion of those cells was encapsulated in poly(ethylene glycol) diacrylate (MW 4000 Da). Two encapsulation methods were used, radical polymerization with ammonium persulfate (APS) and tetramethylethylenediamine (TEMED), and conjugate addition with a pentaerythritol tetrakis(3-mercaptopropionate) (PETMP) crosslinker. Several samples of each type were created and half from each type were irradiated with a Black Ray UV bench lamp, peak wavelength 365nm.

We found no significant effects of long-wave UV light exposure on gene expression of hMSCs in 2D or 3D, but found the method of polymerization had a very large effect on gene expression. We used Partek Genomics Suite to identify differentially expressed genes (> 2-fold change, p < 0.05, unless otherwise noted). Gene lists were exported for functional annotation clustering and pathway analysis in two different programs, the Database for Annotation, Visualization, and Integrated Discovery (DAVID v6.7) [23, 24] and Ingenuity Pathway Analysis (IPA content version 17199142). We found no upregulated genes associated with common differentiation lineages due to UV exposure, but some are upregulated due to changes in the culture environment, either due to initial polymerization method or persistent network properties after polymerization. We observed evidence of mild DNA damage associated with radical polymerization, and robust changes between radically polymerized and conjugate addition gels in signaling pathways spanning extracellular, transmembrane, cytoskeletal, and nuclear locations.

## Results and Discussion

### Levels of gene expression cluster by culture conditions and polymerization method, not by UV exposure

Using Principle Components Analysis (PCA), we obtain a global view of the data that suggests UV exposure does not play an important role in gene expression changes relative to other experimental conditions (Fig 2). The expression levels of each of the transcripts on the chip are collapsed into three axes to reveal similarities and differences between all the treatment samples. The cells grown in 2D are relatively uniform, regardless of expansion date or UV exposure. 

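Few genes differed between the 2D cultures of the 2 months. FOSB, a subunit of the AP-1 transcription factor, was higher in 2D1 than in 2D2, with a log2 fold change of 1.35 (standard error 0.25, adjusted p = 0.046, 3 arrays against 3). Of 35 genes of DNA replication none differed at an adjusted p under 0.05, and 20 were higher in 2D1 when adjusted over the list alone. The median log2 fold change of these genes was 0.53 (adjusted p = 3.1e-27 from camera, adjusted p = 0.035 with an estimated correlation). Along the first principal component the 12 2D arrays lay between -65.1 and -56.9, the 6 arrays of 3DC±UV between 56.0 and 94.4, and the 6 arrays of 3DR±UV between 3.64 and 63.2. Only 3DR replicate 1 lay at 3.64, and the other arrays of 3DR±UV lay at 45.3 or above. The 2D arrays spanned 0.73 to 11.3 on the second component. The median SD of a probe set among the 3 replicates of a group was 0.123 to 0.137 log2 units in the 2D groups and 0.189 to 0.241 in the 3D groups.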

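Genes of cell division were lower in both gels than in the 2D cultures of the same month. All 48 listed genes of mitosis fell in 3DC±UV against 2D1±UV, with a median log2 fold change of -2.96 (48 adjusted over the list alone, adjusted p = 5.7e-41, adjusted p = 0.048 with an estimated correlation). In 3DR±UV against 2D2±UV 43 of them fell, with a median of -1.20 (45 adjusted over the list alone, adjusted p = 6.1e-19, adjusted p = 0.19 with an estimated correlation). ANLN, which encodes the anillin of the cleavage furrow, was at 8.35 ± 0.64 log2 units in 3DC±UV and 12.86 ± 0.14 in 2D1±UV (SD, n = 6 each, log2 fold change -4.50, standard error 0.24, adjusted p = 5.0e-12). ASPM, a spindle pole gene, had a log2 fold change of -3.43 in 3DR±UV (standard error 0.24, adjusted p = 4.8e-10). Targets of the mechanosensitive coactivator YAP also moved together: 16 of 21 fell and 4 rose in 3DC±UV (16 and 5 adjusted over the list alone, adjusted p = 1.5e-05, adjusted p = 0.010 with an estimated correlation), and 15 fell and 3 rose in 3DR±UV (15 and 4 adjusted over the list alone, adjusted p = 1.4e-05, adjusted p = 0.012 with an estimated correlation). ANKRD1, a YAP target, had a log2 fold change of -4.46 in 3DC±UV (standard error 0.24, adjusted p = 7.2e-12). The largest rises in 3DC±UV were those of SLC16A6, a transporter of the monocarboxylate family (6.47, standard error 0.21, adjusted p = 8.1e-15), and CHI3L1, a secreted chitinase-like protein (5.62, standard error 0.17, adjusted p = 2.4e-15). In 3DR±UV they were those of the stress-induced HSP70 gene HSPA6 (7.07, standard error 0.54, adjusted p = 2.0e-09) and RRAD, a small GTPase (6.33, standard error 0.31, adjusted p = 3.7e-12), while GDF15, a stress-induced cytokine, rose by 5.31 (standard error 0.14, adjusted p = 2.6e-16). In all, 5113 probe sets were called in 3DC±UV against 2D1±UV (3363 higher and 1750 lower, from 2848 genes) and 3633 in 3DR±UV against 2D2±UV (2108 higher and 1525 lower, from 2247 genes). These counts were 11092 and 9238 with nothing added before log2. The log2 ratio of the 3' to the 5' control probe sets of ACTB, which rises as RNA is degraded, was 2.46 ± 0.77 in 3DC±UV and 1.73 ± 0.24 in 3DR±UV, against 0.77 ± 0.12 in 2D1±UV and 0.60 ± 0.08 in 2D2±UV (SD, n = 6 each), and the 3D arrays did not overlap with those of the 2D cultures (two-sided exact permutation test, p = 0.00216 for each gel, the smallest that 6 arrays against 6 allow). The same ratio of GAPDH differed less, by 0.12 in 3DC±UV and 0.07 in 3DR±UV, with overlapping ranges (two-sided exact permutation test, p = 0.061 and 0.019). The paper reports an average RNA integrity number above the one it required.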

Each of the 3D polymerization conditions are distinctly different from each other and from 2D cells. Culture method (2D vs. 3D) and polymerization method (3D_C_ vs. 3D_R_) are the greatest determinants of gene expression, and exposure to UVA light has little to no effect on gene expression of hMSCs, regardless of culture or polymerization method. This method of viewing the data gives relative information along axes with complex meaning and somewhat arbitrary values. 

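Averaged over the 4 pairs of UV and no UV, genes of cell division were lower with UV. With an estimated correlation the list of mitosis passed in none of the 4 cultures alone, and in 2D1 no gene of mitosis fell. Of 48 genes of mitosis, 43 fell in the mean of the 4 cultures and none rose (48 adjusted over the list alone), with a median log2 fold change of -0.62 (adjusted p = 1.1e-43, adjusted p = 0.045 with an estimated correlation). NEK2, a centrosome kinase, had a log2 fold change of -0.83, and CCNA2, the cyclin of S phase and G2, of -0.71. Of 35 genes of DNA replication, 20 fell (28 adjusted over the list alone, median -0.41, adjusted p = 7.7e-25, adjusted p = 0.019 with an estimated correlation). Of the total sum of squares of the probe-centred log2 values, 60.2% lay between the 3 kinds of culture, 2.62% between the months within 2D, 10.2% between UV and no UV within culture and month, and 26.9% between replicates. The UV share was made up of 1.77% in 2D1, 2.16% in 2D2, 2.06% in 3DC and 4.22% in 3DR. Replicate spread alone also gives a UV share, since the 26.9% rests on 16 degrees of freedom and the 10.2% on 4. At the same spread per degree of freedom, replicates alone would give most of the UV share, which is therefore not all due to UV. The first 3 principal components held 46.2%, 16.5% and 4.81% of the variance. Along the third component the UV arrays lay lower in each culture: the 3DR arrays moved from 29.7 ± 15.5 to -32.7 ± 15.6 (SD, n = 3 each), and the means of 2D1, 2D2 and 3DC moved by -15.2, -16.9 and -17.2. The UV and no UV arrays overlapped on it only in 3DC, where 3 arrays against 3 are separated by chance in 10% of cases. From the grouping of the samples by culture in Fig 2, the paper concludes that culture and polymerization method are the greatest determinants of expression and that UVA light has little to no effect.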

In the following sections we probe more deeply into specific comparisons of how each group differs from the others to rule out smaller influences from UV exposure. In particular, since the variation in the 3D samples is larger than the 2D samples, we will first look for UV specific changes across all samples, and then consider UV interactions within each culture condition.

**Fig 2:**
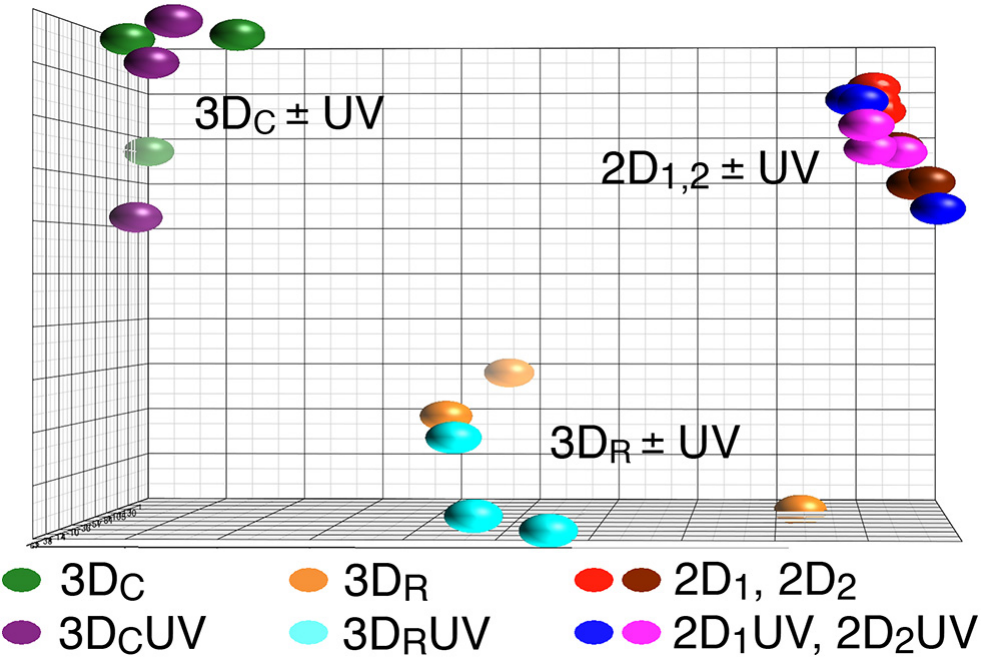
Principle components analysis shows tightly segregated clustering based on culture condition, not by UV exposure. (alternate viewing angle and axis values available in S2 Fig). PCA is a statistical analysis tool which reduces the dimensionality of data by determining the key variables resulting in differences seen between samples[25]. Each axis of this PCA map represents a linear combination of expression levels from many thousands of gene transcripts such that, combined, the maximum variation among all data points is achieved on only three axes. The result gives a visual representation of which samples behave similarly to each other by their physical closeness in three dimensions, while including information from many thousands of variables (gene expression levels). This is a bird’s eye view of the entire set of gene array data, for which absolute units and values can be considered arbitrary. The following in-depth analysis of pathway enrichment and specific gene expression provide insight into how each group differs from the others in their gene expression.

### Specific “UV induced” gene changes are small and within error

While the overall picture in the PCA map indicates 365 nm UV exposure has no effect on gene expression of hMSCs at low flux, two specific genes (out of the many thousands probed) change similarly across all conditions (Fig 3, c and d). 

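The 2D cultures of both months together showed large UV differences in a forkhead transcription factor and in a retinal reductase. FOXQ1 was at 11.28 ± 0.29 log2 units in 2D1+2UV and at 8.91 ± 0.21 in 2D1+2 (SD, n = 6 each), a 5.14-fold rise (log2 fold change 2.36, standard error 0.13, adjusted p = 5.1e-10). DHRS3, which encodes an enzyme that reduces retinal to retinol, was at 7.75 ± 0.18 with UV and at 10.26 ± 0.48 without (SD, n = 6 each), a 5.67-fold fall (log2 fold change -2.50, standard error 0.17, adjusted p = 4.0e-08). For each gene the 6 UV arrays were separate from the 6 arrays without UV (two-sided exact permutation test within month, p = 0.005, the smallest possible).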

*FOXQ1* was upregulated five-fold in cells exposed to UV, and *DHRS3* was downregulated six-fold in cells exposed to UV. One must determine if these particular changes are meaningful or if they occurred by chance.

**Fig 3:**
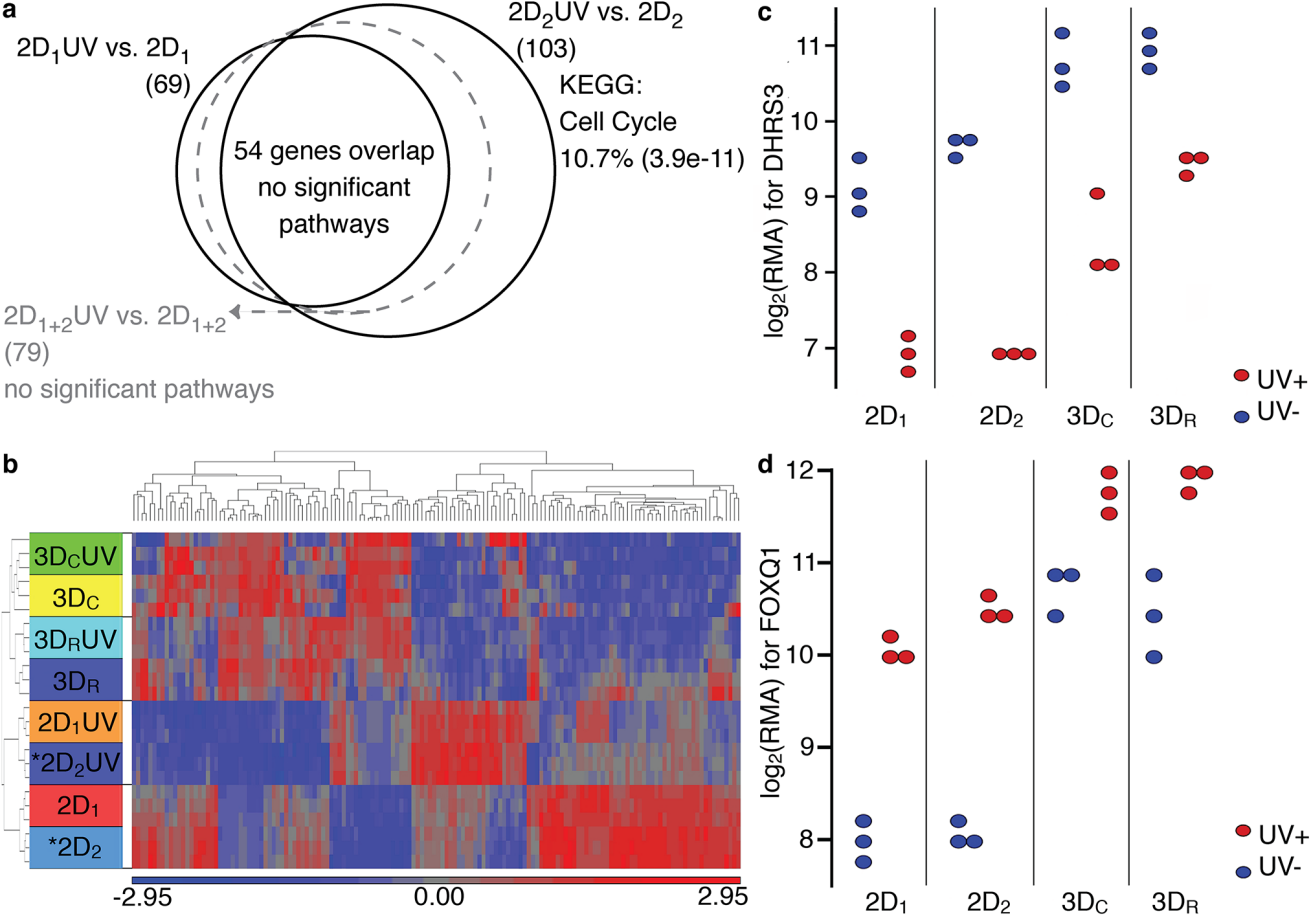
UV effects in 2D groups are insignificant. (a) This Venn diagram shows that whether combining raw data across months or using repetition power between months, no significant pathways or biological functions are found in the differentially expressed genes from the Kyoto Encyclopedia of Genes and Genomes (KEGG) or Gene Ontology (GO) except for a slight change in cell cycle. (b) The most extreme gene changes for each comparison have relatively weak fold changes, and a heat map (unsupervised hierarchical clustering) of the 148 gene transcripts (103 unique genes) differentially expressed between 2D_2_UV vs. 2D_2_ shows that none of the other UV comparisons in 3D have any differences in expression level for these genes. (red is upregulated, blue is downregulated, genes included in the heat map are those differentially expressed between denoted * groups) Also of note is the stark similarity between samples 2D_1_ and 2D_2_. The 3D groups look very similar to each other, while they are very different from the 2D groups. The most repeated changes of significance were in the genes DHRS3 and FOXQ1. Their individual scatter plots, (c) and (d), reinforce the similarities between the months as well as the direction of change. However, for so few genes and so small a change, the effects could easily be found by chance. (RMA = robust multi-array average).

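In each of the 4 cultures FOXQ1 was called higher with UV, and DHRS3 and THSD4, a gene for a protein of microfibrils that was chosen after its values were seen, were called lower. THSD4 fell in 2D2 (log2 fold change -1.29, adjusted p = 0.037) and 3DR (-1.14, adjusted p = 0.0185), and had log2 fold changes of -1.14 in 2D1 (adjusted p = 0.142) and -1.11 in 3DC (adjusted p = 0.145). PTGIS, the prostacyclin synthase, fell from 10.03 ± 0.30 to 7.58 ± 0.23 in 2D1 and from 10.77 ± 0.14 to 7.84 ± 0.12 in 2D2. It was at 9.19 ± 0.90 and 7.81 ± 0.51 in 3DC and 3DCUV (adjusted p = 0.071 from limma) and at 8.93 ± 0.22 and 8.26 ± 0.13 in 3DR and 3DRUV (SD, n = 3 in each group, adjusted p = 0.211 from limma).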

*DHRS3* helps metabolize vitamin A for different uses in the body, including but not limited to retinol in the eye[26]. It is upregulated 30–40 fold by p53 and p63 subtypes during DNA damage caused by cancer to combat the proliferation of cancerous cells[27]. *DHRS3* can be responsible for inhibiting proliferation of cancer cells, differentiation, or playing a role in apoptosis of rogue cells (see [26] for review). Aside from cancer, it also can play a role in stem cell maintenance, as proliferation and differentiation are tightly regulated in these cell types as well. *DHRS3* is mildly suppressed by UV exposure in all of our conditions, but with very low fold change relative to disease states. This could indicate an increase in proliferation or decrease in differentiation. 

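DHRS3 fell with UV in each culture. Its mean log2 value went from 9.90 ± 0.44 to 7.60 ± 0.11 in 2D1 and from 10.61 ± 0.09 to 7.90 ± 0.03 in 2D2 (SD, n = 3 each), log2 fold changes of -2.30 and -2.71 (adjusted p = 7.5e-05 and 5.4e-06 from limma). It went from 11.60 ± 0.48 to 9.01 ± 0.55 in 3DC (log2 fold change -2.58, adjusted p = 3.5e-05) and from 11.89 ± 0.26 to 10.25 ± 0.19 in 3DR (log2 fold change -1.64, adjusted p = 0.00076), with a standard error of 0.25 in each and 3 arrays in each group. Some other genes of retinoid metabolism and retinoic acid response changed as well. In 2D1+2UV against 2D1+2, 4 of 19 listed genes fell and 1 rose (5 and 1 adjusted over the list alone, median log2 fold change -0.16, adjusted p = 1.5e-04, adjusted p = 0.0046 with an estimated correlation): TGM2, a transglutaminase induced by retinoic acid, fell by 1.98 (standard error 0.16, adjusted p = 3.5e-07), and ALDH1A3, which makes retinoic acid, rose by 0.91 (adjusted p = 4e-05). In 3DCUV against 3DC the list had a median of -0.24 (adjusted p = 1.9e-07, adjusted p = 5.3e-04 with an estimated correlation), with DHRS3 the only member to fall (7 fell and 1 rose adjusted over the list alone). In 3DRUV against 3DR RARB, a retinoic acid receptor, fell by 1.20 (adjusted p = 0.0005) beside DHRS3 (3 fell adjusted over the list alone, median -0.22, adjusted p = 0.0028, adjusted p = 0.028 with an estimated correlation). DHRS3 is itself a member, and for the 18 others alone the adjusted p with an estimated correlation was 0.033 in 2D1+2UV, 0.0044 in 3DCUV and 0.082 in 3DRUV.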

Particularly of note, if UV light is suspected to cause isomerization of retinoic acid or DNA damage, one might expect upregulation of *DHRS3*, but here the change in *DHRS3* is opposite, decreasing slightly. That is, long-wave UV exposure does not induce the direction of change in *DHRS3* one would expect if the light was causing any damage.

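With UV, FOXQ1 went from 8.79 ± 0.21 to 11.02 ± 0.02 log2 units in 2D1 and from 9.03 ± 0.16 to 11.53 ± 0.14 in 2D2 (SD, n = 3 each). These are folds of 4.69 (adjusted p = 1.0e-06) and 5.64 (adjusted p = 1.7e-07) from limma. Without UV the gels already held FOXQ1 at 11.52 ± 0.21 in 3DC and 11.36 ± 0.46 in 3DR, and with UV it was at 12.64 ± 0.22 and 12.83 ± 0.14 (SD, n = 3 each). The log2 fold change was 1.12 in 3DC (standard error 0.18, adjusted p = 0.0082) and 1.47 in 3DR (standard error 0.18, adjusted p = 0.0002). NRXN3, a neurexin gene, fell in 2D1+2UV (log2 fold change -1.19, standard error 0.14, adjusted p = 4.6e-05) and in 3DRUV (-1.06, standard error 0.20, adjusted p = 0.0038), and its log2 fold change in 3DCUV was -0.16 (adjusted p = 0.95). CDH1, which encodes E-cadherin, had log2 fold changes of -0.06, -0.21 and -0.36 in the same comparisons (adjusted p of 0.98, 0.91 and 0.34). The rise of FOXQ1 in 3DC did not pass at an adjusted p under 0.05 with nothing added before log2, with the ACTB 3'/5' ratio as a covariate or without replicate 1 of 3DC, and its adjusted p ran from 0.0053 to 0.0998 over all alternatives.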

*FOXQ1* is upregulated in all the UV comparisons, but never higher than five-fold. In a recent cancer study[28], comparing expression levels of the 49 forkhead transcription factors in a highly invasive breast cancer cell line (MDA-MB-231) and a noninvasive epithelial breast cancer cell line (MCF7), *FOXQ1* was 300 fold higher in the highly invasive cell line. *FOXQ1* induces epithelial-mesenchymal transition (EMT) in breast cancer cells by inhibiting E-cadherin transcription. Another report demonstrated that *FOXQ1* is responsible for regulating the transcription of *NRXN3* by binding to its promoter region, and results in increased proliferation and migration of glioma cells.[29] These two studies investigated the role of *FOXQ1* in cancer, but two reviews[30, 31] describe roles for this family in immunology and development as well. Relative to others in this family, very little is known about *FOXQ1*. In our data, *FOXQ1* is slightly increased by UV irradiation, removed from the context of cancer, this could represent a mild increase in proliferation and decrease in differentiation linked to increased stem-ness, and mirroring the effect of the change in *DHRS3*.

These two genes and their direction and magnitude of fold change indicate that there could be a mild tendency toward proliferation and migration, broad functions relevant to cell cycle and stem-ness. In this case the two differentially expressed genes cannot statistically represent any particular pathway and there is no definable effect of the UV exposure conditions on hMSCs. Considering the relative number of genes being probed, it is likely that these two genes changed in concert by chance.

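In the mean of the 4 UV comparisons FOXQ1 rose by 1.83 log2 units (standard error 0.09, adjusted p = 2.7e-10) and DHRS3 fell by 2.31 (standard error 0.12, adjusted p = 4.2e-10). PTGIS fell by 1.86 (standard error 0.15, adjusted p = 3.8e-07), from 9.73 ± 0.87 to 7.87 ± 0.36 (SD, n = 12 each), and LXN, a carboxypeptidase inhibitor known as latexin, by 1.07 (standard error 0.15, adjusted p = 1.6e-04). Of the genes with 1 symbol over 2-fold at an adjusted p under 0.05, only PTGIS and LXN had their 12 UV arrays all below the 12 arrays without UV (permutation test within culture and month, p = 1.25e-05, the smallest possible). Within each culture the UV arrays of FOXQ1 and DHRS3 were also separate from the others. Those 2 genes overlap over the 12 arrays only because their levels differ between cultures, which does not set PTGIS and LXN above them. Over 2-fold, 26 probe sets from 21 genes were called in this mean, 6 higher and 20 lower with UV (934 with nothing added before log2). At an adjusted p under 0.05 and any fold, 2690 probe sets were called. Weighing 2 genes against the number of genes probed, the paper proposes that FOXQ1 and DHRS3 changed in concert by chance.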

### No interaction between 2D culture and UV exposure

In the 2D samples, so few genes changed after UV exposure that we could not identify any affected biological processes. 

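The 2 months, which share no arrays, were compared for the genes that differed with UV in each. The UV comparison of month 1 called 79 probe sets (26 higher and 53 lower) from 58 genes, and that of month 2 called 160 (52 higher and 108 lower) from 122 genes. These were 1738 and 2015 probe sets with nothing added before log2. Of these genes, 44 were called in both months, 13 of them higher with UV and 31 lower, where 0.348 would be shared by chance. They make up 75.9% of the genes of month 1. The months shared 29 genes at an adjusted p under 0.05, and 228 with nothing added before log2, where 0.158 and 67.5 would be shared by chance. HMOX1, which encodes heme oxygenase 1, rose in both months, by 1.32 (standard error 0.13, adjusted p = 1.8e-05) and 0.58 log2 units (standard error 0.13, adjusted p = 0.045), and SOCS2, a suppressor of cytokine signaling, fell by 1.05 (adjusted p = 0.0066) and 0.88 (adjusted p = 0.015). Of the probe sets called in month 2, 152 (95.0%, against 64.3% of the brighter probe sets) had the same direction in month 1.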

There were only 54 unique overlapping genes identified in the repeated 2D_1_UV and 2D_2_UV experiments (chip contains redundant probes). For such a small number of genes, no pathways from the Kyoto Encyclopedia of Genes and Genomes (KEGG) or Gene Ontology (GO) biological processes of significance are identified in DAVID, and the numbers are similar to variations in our control comparisons (see S1 Note and S1 Fig for detailed discussion of control comparisons). Combining the raw data from all samples across months (2D_1+2_UV vs. 2D_1+2_), rather than finding their intersection, 79 unique genes are differentially expressed due to UV (Fig 3A). However, there are still no enriched pathways. 

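Genes that respond to oxidants and to aryl hydrocarbons were higher in 2D1+2UV than in 2D1+2. Of 18 targets of the oxidant sensor NRF2, 7 rose and none fell (16 adjusted over the list alone, median log2 fold change 0.40, adjusted p = 8.6e-19, adjusted p = 0.0046 with an estimated correlation). HMOX1 rose by 0.95 (standard error 0.09, adjusted p = 4.3e-06), PIR by 0.78 (adjusted p = 0.0006), and SLC7A11, the cystine transporter, by 1.23 (adjusted p = 0.015). Of 8 aryl hydrocarbon receptor targets, 3 rose (5 adjusted over the list alone, median 0.60, adjusted p = 6.4e-05, adjusted p = 0.0046 with an estimated correlation), among them CYP1B1 by 0.99 (adjusted p = 0.0008) and TIPARP by 0.77 (adjusted p = 2e-05). In all, 101 probe sets from 72 genes were called, 26 genes higher and 46 lower, and 1573 probe sets with nothing added before log2. After FOXQ1, the largest rises were those of KRT14, a keratin (1.71, standard error 0.20, adjusted p = 3.8e-05), SHISA2 (1.47, adjusted p = 4.6e-05) and the aldo-keto reductase AKR1C1 (1.46, standard error 0.14, adjusted p = 4.2e-06). The largest falls were those of PTGIS (-2.69, standard error 0.21, adjusted p = 3.2e-07), DHRS3, and MYOCD, which encodes the smooth muscle coactivator myocardin (-2.24, standard error 0.11, adjusted p = 2.7e-10), followed by TGM2, VCAM1 (-1.69), the integrin ITGA8 (-1.62), aggrecan (ACAN, -1.54) and the glypican GPC6 (-1.51). Each of these genes had its 6 UV arrays apart from the 6 others (two-sided exact permutation test within month, p = 0.005). With nothing added before log2 KRT14 had an adjusted p above 0.05.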

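In month 2, genes of the cell cycle were lower with UV. Of 35 genes of DNA replication 7 fell (27 adjusted over the list alone), with a median log2 fold change of -0.62 (adjusted p = 1.3e-30, adjusted p = 0.017 with an estimated correlation). Of 48 genes of mitosis 3 fell (41 adjusted over the list alone), with a median of -0.76 (adjusted p = 5.1e-33, adjusted p = 0.090 with an estimated correlation). Among the AP-1 genes, FOS, an immediate early gene, fell by 2.29 (standard error 0.23, adjusted p = 1.7e-05) and FOSB by 1.94 (standard error 0.25, adjusted p = 0.00039). Of the probe sets called in this comparison 112, from 89 genes, had an adjusted p under 0.05.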

Using the 103 genes from the 2D_2_UV vs. 2D_2_ comparison, we were finally able to identify a significantly enriched KEGG pathway: Cell cycle, with 10.7% of that pathway’s genes found in our gene list (p = 3.9e-11). This is still a very small number of differentially expressed genes. A heat map of this gene list from 2D_2_UV vs. 2D_2_ reveals that 2D samples between repetitions are quite similar (Fig 3B). These changes are a very small set of cell cycle genes, and likely represent normal biological variance. These gene changes are not mirrored in the 3D UV vs. no UV samples (Fig 3B).

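In month 1 no gene of DNA replication fell with UV at an adjusted p under 0.05 (11 adjusted over the list alone), and the median log2 fold change was -0.43 (adjusted p = 1.0e-20, adjusted p = 0.040 with an estimated correlation). None of the genes of mitosis fell either way, with a median of -0.32 (adjusted p = 1.4e-09, adjusted p = 0.40 with an estimated correlation). The UV effect was 0.44 log2 units higher in month 1 in the median of mitosis (adjusted p = 1.2e-12) and 0.23 in that of DNA replication (adjusted p = 5.3e-04), with an adjusted p of 0.973 for both with an estimated correlation. FOS had a log2 fold change of -0.69 (standard error 0.23, adjusted p = 0.44) and FOSB of -0.98 (standard error 0.25, adjusted p = 0.18). The UV effect itself was compared between the months by its interaction with month. At over 2-fold this called 96 probe sets, of which 2 had an adjusted p under 0.05 (1673 and 0 with nothing added before log2), and the UV effect on FOS was 1.60 log2 units higher in month 1 (standard error 0.32, adjusted p = 1.0).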

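Of the 160 probe sets called in 2D2UV against 2D2, 127 (79.4%) had the same sign in 3DCUV against 3DC and 120 (75.0%) in 3DRUV against 3DR, where 55.6% and 54.8% of all 33332 brighter probe sets did. At an adjusted p under 0.05, 6 had the same direction in 3DC and none the opposite, and 44 had the same direction in 3DR and 3 the opposite. The genes called in both comparisons numbered 13 in 3DC (3 higher and 10 lower, 0.415 by chance) and 26 in 3DR (8 higher and 18 lower, 2.14 by chance), where the gels and the 2D cultures share no arrays. FOS fell in both gels, by 1.19 in 3DC (standard error 0.23, adjusted p = 0.030) and by 1.00 in 3DR (standard error 0.23, adjusted p = 0.011).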

### No interaction of 3D culture (non-radical) and UV exposure

It is widely accepted that cells behave very differently in 3D culture than in 2D culture [32–35], and investigating the effect of UV in cells cultured in 3D is especially pertinent since UV light is commonly used to generate 3D culture constructs. We used two simple 3D encapsulating conditions to allow the most basic comparisons between samples without other confounding factors. Cells were encapsulated in PEG hydrogels, without any adhesion peptides, by two different polymerization techniques, one using conjugate addition (3D_C_), the other using radical polymerization (3D_R_) initiated by redox-generated free radicals (APS/TEMED). Each of these conditions, 3D_C_ and 3D_R_, were also exposed to UV light (3D_C_ UV and 3D_R_UV). This allowed us to decouple the effects of free radicals and UV light, which are inextricably coupled for 3D hydrogels formed via photopolymerization.

In analyzing the conjugate addition gels, we found minimal changes in gene expression due to UV exposure and no identifiable pathways affected by UV exposure. Cells in the gels formed via conjugate addition (3D_C_UV vs. 3D_C_) differentially expressed only 66 transcripts due to UV exposure, comprising 48 unique genes, and 85% of them downregulated in UV compared to no UV. 

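The genes lower with UV in conjugate addition gels outnumbered those higher. After DHRS3 the largest falls were those of CLDN11, a tight junction gene (log2 fold change -2.24, standard error 0.27, adjusted p = 0.00029), and the oxidoreductase gene WWOX (-2.14, standard error 0.21, adjusted p = 3.5e-05), followed by FAT3, a protocadherin (-2.10), and IMMP2L (-1.75), and PARD3B, a polarity gene, was lower as well (-1.47). Higher were PMCH, which encodes a prohormone (2.14, standard error 0.22, adjusted p = 4.3e-05), CRIP1, a LIM domain gene (1.28, standard error 0.15, adjusted p = 0.00024), FOXQ1, and HTRA3, a secreted protease (1.00, standard error 0.13, adjusted p = 0.0011). In all, 99 probe sets were called (15 higher and 84 lower, 84.8% lower), from 69 genes (14 higher and 55 lower). The folds ran from -5.99 to 4.40. At an adjusted p under 0.05, 42 probe sets from 28 genes were called, 7 higher and 35 lower. The count was 1745 with nothing added before log2 and 165 to 180 without 1 of 3 single arrays (replicates 2 and 3 of 3DC, replicate 2 of 3DCUV), and with nothing added PMCH, FAT3, PARD3B and FOXQ1 had an adjusted p above 0.05. Of the 10 splits of these arrays into 3 and 3, 5 called 99 or more, the real one among them, and the highest called 272. The count of 99 can therefore not be set apart from chance. The ACTB 3'/5' log2 ratio was 2.84 ± 0.94 in 3DCUV and 2.07 ± 0.39 in 3DC (SD, n = 3 each, two-sided exact permutation test, p = 0.3).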

The fold changes ranged from -7 to +4. These changes (number of genes and fold changes) are similar in magnitude to the comparison in 2D. When all the genes were analyzed together or when split to separate lists of up and down regulated genes using DAVID, no pathways or biological functions were identified with significant p-values. (Most genes that share a network are either upregulated or downregulated together[36], and searching for significant pathways by grouping up and down regulated genes can sometimes yield findings otherwise diluted by combining all differentially expressed genes.) Because only a small number of genes are differentially expressed with only small fold changes and no pathways are identifiable, these small changes can be attributed to biological variance. Therefore, exposure to UV light has no significant effect on gene expression of hMSCs in 3D, consistent with the results for hMSCs cultured in 2D. 

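In conjugate addition gels no listed gene group had a member that, by its brightest probe set, fell with UV, apart from DHRS3 among the retinoid genes and FOS among the AP-1 genes, or one that rose. Genes of mitosis had a median log2 fold change of -0.42 (2 of 48 fell adjusted over the list alone, adjusted p = 2.3e-15, adjusted p = 0.42 with an estimated correlation). Interferon-stimulated genes had a median of -0.54 (1 of 21 fell adjusted over the list alone, adjusted p = 5.5e-08, adjusted p = 0.42 with an estimated correlation). The 24 heat shock chaperones had a median of -0.02 (none adjusted over the list alone, adjusted p = 0.80). From the small number of genes, the small folds and the absence of enriched pathways, the paper reasons that these changes can be attributed to biological variance, and concludes that UV light has no significant effect on the expression of hMSCs in 3D.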

Not only is there no damage detected, no specific biological pathways are being perturbed by UV exposure in 2D or 3D.

### Radical polymerization has strong, variable effect on gene expression, not an interaction with UV exposure

In contrast to the 2D and 3D_C_ samples, the radically polymerized 3D samples appear affected by UV exposure. These changes could represent an interaction effect between the radical polymerization method and UV exposure. However careful examination reveals that the ‘UV’ changes are more likely noise due to polymerization method and not an interaction with UV exposure. 

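In radically polymerized gels, the largest rises with UV include those of 3 aldo-keto reductase genes, and the largest falls those of genes of chaperones and cell division. AKR1C2, an aldo-keto reductase, was at 12.89 ± 0.15 log2 units in 3DRUV and 10.71 ± 0.52 in 3DR (SD, n = 3 each, log2 fold change 2.17, standard error 0.21, adjusted p = 3.5e-05), and AKR1B10 and AKR1C1 rose by 2.01 (standard error 0.19, adjusted p = 3.5e-05) and 2.00. WNT7B, a WNT ligand gene, was also higher (1.97, adjusted p = 0.0071), as were C2CD4A (2.06), ERMN (1.84) and SMOC1, a matrix protein gene (1.82). CDK1, the kinase of entry into mitosis, fell from 11.11 ± 0.99 to 8.74 ± 0.68 (SD, n = 3 each, log2 fold change -2.37, standard error 0.43, adjusted p = 0.0026), and the HSP40 gene DNAJB1 from 12.65 ± 1.01 to 10.48 ± 0.35 (SD, n = 3 each, -2.16, standard error 0.30, adjusted p = 0.00039). In all, 481 probe sets were called (211 higher and 270 lower, 56.1% lower), from 356 genes (173 higher and 183 lower), and 436 of them at an adjusted p under 0.05. With nothing added before log2 the count was 3208 and C2CD4A had an adjusted p above 0.05, with cyclic loess normalization 69.8% were lower, and without replicate 3 of 3DR the count was 989.

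Of the 481 probe sets, 360 (74.8%, against 57.1% of the brighter probe sets) had the same sign in 3DCUV against 3DC, with 13 called there in the same direction and 1 in the opposite one. In 2D1+2UV against 2D1+2, 332 (69.0%, against 56.2%) had the same sign, and the 2 comparisons shared 20 genes (7 higher and 13 lower, 1.26 by chance).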

The UV comparison in radically polymerized gels (3D_R_UV vs. 3D_R_) yielded 507 differentially expressed transcripts from 352 unique genes, between hMSCs exposed to UV and those not exposed. The unsupervised hierarchical clustering (Fig 4C) for these 507 transcripts shows no correlation with other UV comparisons. 

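Heat shock chaperones and genes of mitosis fell together with UV in radically polymerized gels. Of 24 heat shock chaperones 22 fell and none rose (23 adjusted over the list alone), with a median log2 fold change of -0.92 (adjusted p = 2.2e-27, adjusted p = 0.026 with an estimated correlation). HSPH1 fell by 1.58, CACYBP by 1.23, the small heat shock gene HSPB1 by 1.14 (standard error 0.15) and HSPA4 by 0.95, each with an adjusted p of 0.0004. Of 48 genes of mitosis 32 fell and none rose (44 adjusted over the list alone), with a median of -0.95 (adjusted p = 2.2e-31, adjusted p = 0.145 with an estimated correlation). ANLN fell by 2.08 (standard error 0.33, adjusted p = 0.0013), PBK, a mitotic kinase, by 1.54, and CCNA2 by 1.16. Of 35 genes of DNA replication 8 fell (17 adjusted over the list alone, median -0.49, adjusted p = 6.7e-10, adjusted p = 0.226 with an estimated correlation), among them CCNE2 (-0.85) and DTL (-0.76). The folds of single probe sets ran from -10.1, for 1 of the 2 HSPA6 probe sets, to 4.51, for AKR1C2. The ACTB 3'/5' log2 ratio was 1.77 ± 0.10 in 3DRUV and 1.69 ± 0.36 in 3DR (SD, n = 3 each, two-sided exact permutation test, p = 0.7).

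**Figure D1:**
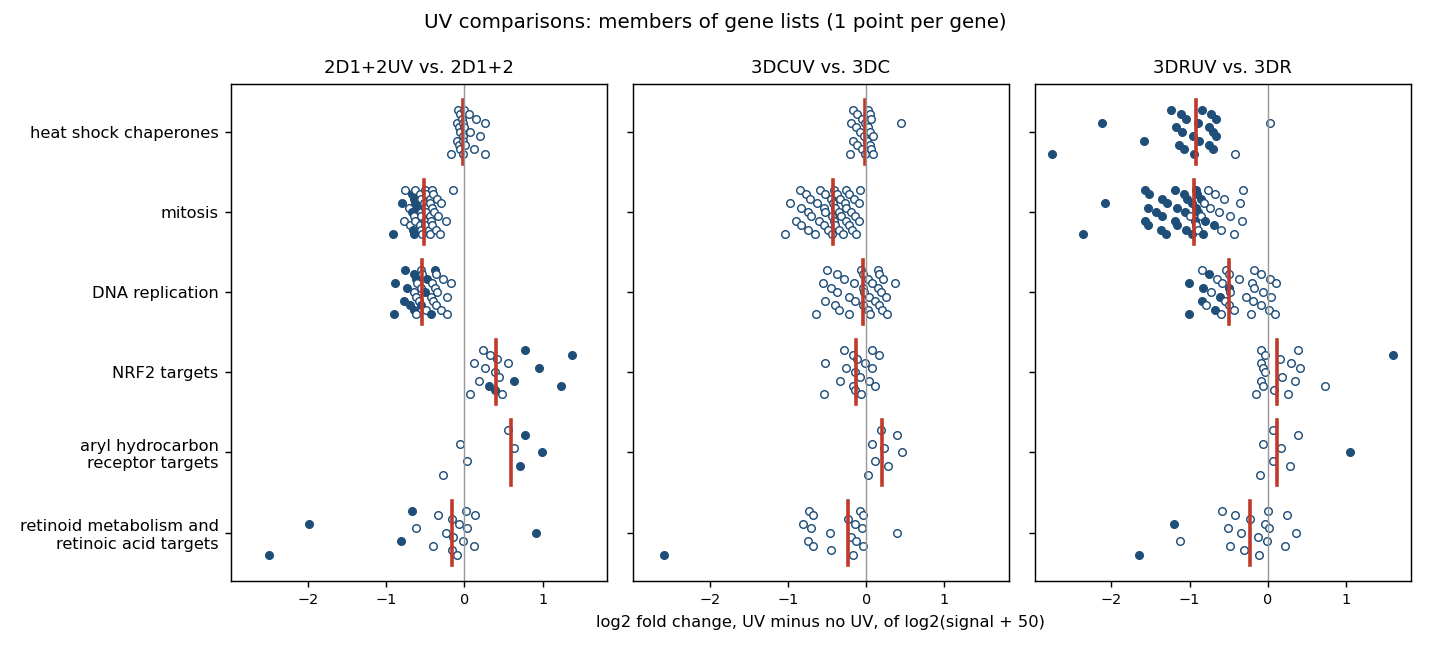
Log2 fold changes with UV (x axis, log2(signal + 50) units) of the members of 6 gene lists in 2D1+2, 3DC and 3DR; each point is 1 gene, filled at an adjusted p under 0.05 and open above it, and each red bar is the median of the list. The heat shock chaperones lie around -0.92 in 3DR and around -0.02 in both 2D1+2 and 3DC.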

With modest fold changes ranging from -9 to +6, these changes are mostly downregulated with UV exposure, and enriched most prominently for mitosis (enrichment 14.2, Benjamini 4.6e-17 using all 352 genes, similar results searching up- and down-regulated genes separately). The two KEGG pathways with p<0.01 were the cell cycle pathway and p53 signaling pathway. Each pathway was represented by 11 genes from our gene list (4.5% of the total genes in each of the pathways), four of which appeared in both of the pathways (Fig 4).

**Fig 4:**
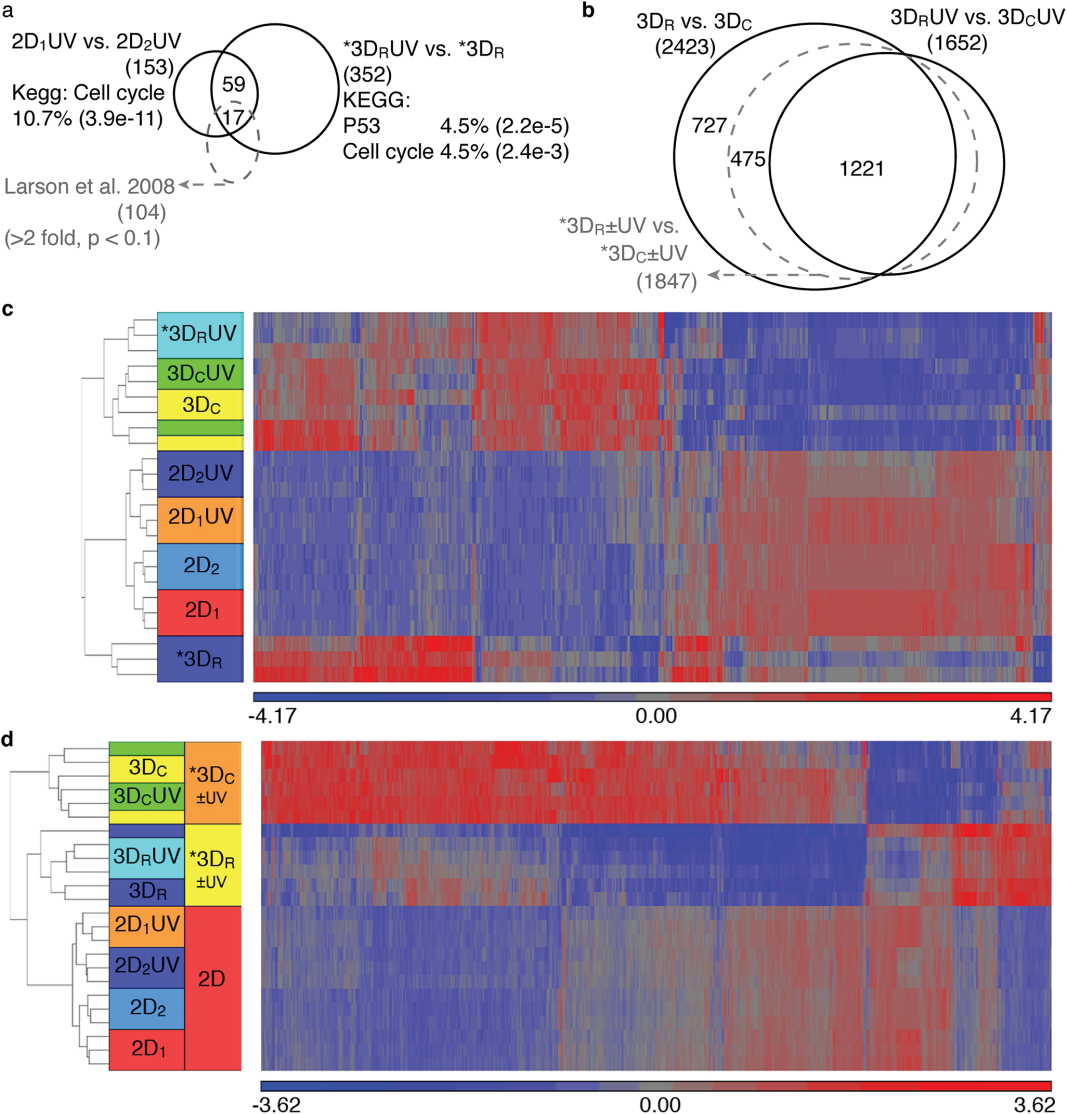
UV effects in 3D are insignificant, but environmental effects are dramatic. (a) Venn diagram showing overlapping genes between cell cycle differences and supposed UV effects in 3D. UV exposure in the radically polymerized gels results in 352 unique differentially expressed genes, which are enriched for two KEGG pathways, p53 and cell cycle, each with 4.5% of the participating genes in those pathways. These genes overlap with 50% of the 2D control genes and 17 regular cell cycle genes described by others [37]. (b) Venn diagram showing similarity of gene lists from inclusion or exclusion of UV samples when comparing 3D polymerization. Purely comparing polymerization mechanisms (3D_R_ vs. 3D_C_) yields 2423 unique genes. Making the equivalent comparison in UV (3D_R_UV vs. 3D_C_ UV) yields 1652 genes. These two comparisons share 1221 genes, all included in the 1847 genes identified by inclusion of UV samples. (c) The heat map of 507 differentially expressed genes between 3D_R_UV vs. 3D_R_ (* in (a) and (c)) (unsupervised hierarchical clustering). The 3D_R_ samples were completely separate from the other 3D groups, while all the samples for the 3D_C_ conditions were co-mingled regardless of UV condition. No differences in these genes were visible between any of the 2D conditions. (d) The heat map of 3030 differentially expressed genes between 3D_R_±UV vs. 3D_C_±UV (* in (b) and (d)) (unsupervised hierarchical clustering) reveals stark differences between polymerization conditions. 2D samples are not different for these genes. 3D samples within polymerization methods co-mingle without regard for UV exposure.

To further investigate, the fold-change cut-off in the 3D_R_UV vs 3D_R_ comparison was relaxed to 1.5 fold. With this threshold change, 2006 transcripts now meet the cut-off for differential expression instead of 507, enough now to perform a network analysis using another highly regarded database, Ingenuity™. 

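At over 1.5-fold and an unadjusted p under 0.05, 3823 probe sets from 2634 genes differed between 3DRUV and 3DR, 2128 higher and 1695 lower with UV (44.3% lower). They were 2444 at an adjusted p under 0.05. Genes below 2-fold that enter at this threshold include SNAI2, the transcription factor Slug (log2 fold change -0.91, standard error 0.16, adjusted p = 0.0021). Of 16 TGF-beta targets 2 fell and none rose (3 adjusted over the list alone, median -0.40, adjusted p = 0.0015, adjusted p = 0.028 with an estimated correlation). With nothing added before log2 the count was 6374, and with cyclic loess normalization 58.4% of the probe sets called were lower.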

Ingenuity Pathway Analysis (IPA) results from these 2006 transcripts similarly show the top molecular and cellular function to be Cell Cycle (p-value range 7.14e-13 to 5.19e-3, with 231 of those genes falling into the cell cycle category). Additionally, IPA finds that *TP53* is the most significant upstream regulator and is activated in the UV condition compared to no UV (p = 3.72e-25). Upstream regulators are identified in IPA (but not DAVID) based on the up- or down-regulation of genes that are directly affected by a particular molecule’s actions. While *TP53* (the gene that encodes p53) was the most significant upstream regulator, the p53 signaling pathway was only insignificantly identified (p = 0.22, ratio = 0.093), no UVA- or UVC- induced MAPK signaling was identified, and UVB-induced MAPK signaling was insignificantly identified (p = 0.40, ratio = 0.086).

Though p53 is well known to regulate DNA repair in response to short-wave (254 nm) UV radiation [38](by halting the cell cycle to allow for repair) there are no other strong indicators that DNA damage is present in this experimental condition. p53 binds to DNA and is an important regulator of the cell cycle (reviewed in [39] and [40]) in all cell types, including stem cells). EMT plasticity is also regulated by p53 [41]. The modest indications of cell cycle and p53 pathways may also in part reflect differences in cell cycle during sample collection. In fact, of the 153 genes differentially expressed between presumably identical samples 2D_1_UV and 2D_2_UV, (which overwhelmingly represent differences in mitosis between the samples), 50% of those genes can be found differentially expressed in the comparison of 3D_R_UV vs. 3D_R_ (Fig 4A). 17 of those overlapping genes were also identified as fluctuating genes in the independent study of cell cycle phase (in 2D)[37]. Thus there is strong evidence that many of the gene changes are related to cell cycle phase and are not necessarily linked to DNA damage. 

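The genes that differed between 2D1UV and 2D2UV included genes of cell division that were also lower with UV in radically polymerized gels. Of 120 genes called between the months with UV, 35 (29.2%) were also called in 3DRUV against 3DR, where 2.10 would be shared by chance and the comparisons share no arrays. Of these, 32 were higher in 2D1UV than in 2D2UV and lower in 3DRUV than in 3DR, 24 of them members of the lists of mitosis or DNA replication, 2 had the reverse pattern and 1 was lower in both. At an adjusted p under 0.05 the comparisons shared 21 genes, and with nothing added before log2 263, where 1.39 and 122 would be shared by chance. Over all 481 probe sets called in 3DRUV against 3DR, 218 (45.3%) had the same sign in the comparison of months.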

We see evidence that these doses of light are not damaging (confirming numerous control/viability experiments from diverse photochemistry researchers[9, 19, 21, 42, 43]), but also evidence that cell cycle changes are happening. The origins and consequences of these cell cycle changes are critical to interpretation of any experiments using UVA exposure.

The small perceived effect between 3D_R_UV vs. 3D_R_ samples could theoretically be attributable to the effect of UVA radiation on the initiating species (APS/TEMED), an interaction observable only when UVA exposure is paired with radical polymerization. However, the 507 genes differentially expressed in 3D_R_UV (versus 3D_R_) show patterns of expression similar to the 3D_C_ and 3D_C_UV samples (Fig 3C). Because the 3D_R_ samples after UVA exposure become more similar to the 3D_C_ samples which have no radical species exposure, we believe the UVA light is not accelerating or amplifying any effects of the radical polymerization technique. 

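For the 481 probe sets called between 3DRUV and 3DR, 3DRUV lay closer to 3DC±UV than 3DR did. The median absolute distance to 3DC±UV was 1.24 log2 units for 3DR and 0.476 for 3DRUV, and 391 probe sets (81.3%) were closer with UV, against 52.6% of the 321 probe sets called in 20 simulations with no change. For FOS, 3DRUV was at 11.24 ± 0.04 and 3DR at 12.24 ± 0.67, with 3DC at 10.73 ± 0.41 log2 units (SD, n = 3 each). The 2 comparisons 3DRUV against 3DR and 3DR against 3DC share the 3DR arrays, so that opposite signs arise without any change. In 20 simulations with no change, 97.2% of the called probe sets had opposite signs, and in the data 93.1% did. The covariance of the 2 log2 fold changes was -0.0986 in the data and -0.0201 in the simulations (-0.0205 to -0.0197), and 267 probe sets were called in both with opposite signs, against 1.35 in the simulations. The covariance beyond that of the simulations was -0.0785. Part of the excess of shared calls may come from the shared controls, since 3 arrays cannot be divided into 2 sets that each give a group mean with a spread. Because 3DR after UVA exposure becomes more like 3DC, which had no radical species, the paper reasons that the light does not accelerate or amplify the effects of radical polymerization.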

Since the logical interaction of UVA exposure and radical initiation is not supported, we entertained the possibility that these changes are an artifact of larger variations due to radical polymerization itself.

In order to evaluate the import of UVA exposure, we analyzed differences in gene expression between polymerization methods both including and excluding the UV data. First we determined the differential expression between radical polymerization and conjugate addition (*3D_R_±UV vs. *3D_C_ ±UV) by including UV samples for each polymerization method. 

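Single genes with large differences between the 2 kinds of gel include HSPA6 and IBSP. HSPA6 was at 13.69 ± 1.65 log2 units in 3DR±UV and 8.89 ± 1.66 in 3DC±UV (SD, n = 6 each, log2 fold change 4.80, standard error 0.54, adjusted p = 6.6e-07), and GADD45B, a stress-induced gene, rose by 3.31 (standard error 0.27, adjusted p = 1.1e-08). ANGPTL4, a secreted inhibitor of lipoprotein lipase, rose by 4.11 (standard error 0.71, adjusted p = 9.4e-05) and RRAD by 3.43 (standard error 0.31, adjusted p = 5.0e-08). Lower in 3DR±UV were the collagen gene COL3A1 (-2.66, standard error 0.20, adjusted p = 5.9e-09), IBSP, which encodes bone sialoprotein (-2.85, standard error 0.17, adjusted p = 7.5e-10) and SCD, the stearoyl-CoA desaturase (-2.59, standard error 0.16, adjusted p = 6.4e-10). In all, 2519 probe sets from 1583 genes were called, 765 higher and 1754 lower (69.6% lower) in 3DR±UV, and 2516 of them had an adjusted p under 0.05. With the month removed through the 2D cultures of each month the count was 2903 (1064 higher and 1839 lower), and with nothing added before log2 it was 7097. The ACTB 3'/5' log2 ratio was lower in 3DR±UV than in 3DC±UV (two-sided exact permutation test, p = 0.0173, n = 6 each). The GAPDH ratio differed by -0.08, with overlapping ranges (two-sided exact permutation test, p = 0.26, n = 6 each).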

The 3030 differentially expressed genes (Fig 4D) show that polymerization method is very strongly influencing many more genes than the hundreds that changed based on UV exposure alone. We then compared those results to 3D_R_ vs. 3D_C_, excluding UV samples. When evaluated with UV data, the differentially expressed genes overlap considerably with the intersection of the two separated comparisons 3D_R_ vs 3D_C_ and 3D_R_UV vs. 3D_C_UV. 

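The comparison of 3DR with 3DC called 2325 genes and that of 3DRUV with 3DCUV called 1388, and the 2 share no arrays. They had 991 genes in common, 341 higher and 648 lower in radically polymerized gels in both, where 159 would be shared by chance. These were 42.6% of the genes of the first and 71.4% of the second, and 981 of them were also called when UV and no UV gels were pooled. Among them, JUNB, an AP-1 gene, was higher by 1.94 without UV (standard error 0.17, adjusted p = 8.7e-08) and by 1.21 with UV, and HMGCS1, of cholesterol synthesis, was lower by 1.88 and 1.82 (standard error 0.18 in each). The 2 comparisons shared 2070 genes with nothing added before log2, where 843 would be shared by chance.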

Identities of enriched pathways in these gene lists were not considerably affected by inclusion or exclusion of UV samples (S2 Note and S2 Table). Thus UV effects in 3D are globally insignificant because inclusion or exclusion of UV samples makes very little difference when comparing radical polymerization to conjugate addition.

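The direction of the gel differences was the same with and without UV for most of the probe sets called. Of the 3631 probe sets called between 3DR and 3DC (1180 higher and 2451 lower), 3569 (98.3%, against 76.7% of the brighter probe sets) had the same sign between 3DRUV and 3DCUV, where 2251 were called. With nothing added before log2 the 2 counts were 8057 and 6179, and with quantile normalization the share lower in 3DR fell from 67.5% to 56.6%. The difference between the UV effects in the 2 gels was also fitted as an interaction. It called 671 probe sets, of which 96 had an adjusted p under 0.05 (65 higher and 31 lower, from 73 genes), and 2903 and 18 with nothing added before log2. Without 3DR replicate 3 it called 1185, and the share lower went from 37.4% to 52.5% with quantile normalization and 53.3% with cyclic loess. Heat shock chaperones were the one list whose interaction held with an estimated correlation: 7 of 24 fell more with UV in 3DR than in 3DC (23 adjusted over the list alone, median -0.91, adjusted p = 1.2e-26, adjusted p = 0.028 with an estimated correlation). From the small difference that the UV samples make to the comparison of polymerization methods, the paper concludes that UV effects in 3D are globally insignificant.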

The global view overlooks small changes in a few genes, but specific genes are known to be affected by UVA radiation and must be examined. The most extensive research on gene expression changes has been conducted on dermal fibroblasts or keratinocytes because of interest in the skin’s response to UV radiation. Because of this interest, the typical fluxes for these studies represent exposure conditions in full sunlight for 1–2 hours, and are in the range of 10–50 J/cm^2^, much higher than necessary for *in vitro* photoreactions. UVA induced damage in dermal fibroblasts has been documented and attributed to singlet oxygen created by UV energy (30 J/cm^2^, reported to be non-toxic to dermal fibroblasts by MTT assay). Major immediate changes in p38 and JNK activity result only if the singlet oxygen is generated intracellularly, not extracellularly [6]. Many other genes upregulated in dermal fibroblasts or keratinocytes exposed to UVA radiation from 10–50 J/cm^2^ have been identified, including heme-oxygenase[44], *ICAM-1*[45], *MMP-1*[46]. Transcription factors *NF-KappaB*[22, 47], AP-1[48–50] and *AP-2*[45], and *STAT1*[51] and *STAT3*[52] are also activated in dermal fibroblasts by UVA/singlet oxygen. Of these typical UVA-associated gene changes, only *STAT3* and *MMP-1* were differentially expressed in the 3D_R_UV vs. 3D_R_ comparison for hMSC. *STAT3* had a -3.4 fold decrease due to UV (p = 7.9e-5), which is contrary to the reported effect of UVA-induced damage, while MMP1 increased 3.02 fold (p = 3.6e-3). 

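STAT3, a transcription factor of cytokine signaling, was measured by 4 probe sets. The one with the highest signal was at 11.84 ± 0.15 log2 units in 3DR and 12.18 ± 0.10 in 3DRUV (SD, n = 3 each), a log2 fold change of 0.35 (standard error 0.13, adjusted p = 0.117). The next 2 had log2 fold changes of 0.32 and 0.19, and neither was called. The dimmest one fell from 10.62 ± 0.47 to 9.18 ± 0.11 (SD, n = 3 each), a log2 fold change of -1.44 (standard error 0.24, adjusted p = 0.0015). MMP1, the interstitial collagenase gene, was at 7.38 ± 0.47 in 3DR and 8.70 ± 0.07 in 3DRUV (SD, n = 3 each), a 2.49-fold rise (log2 fold change 1.32, standard error 0.30, adjusted p = 0.011, two-sided exact permutation test p = 0.1, the smallest possible). Its log2 fold change was 0.15 in 2D1+2UV (adjusted p = 0.93) and 0.12 in 3DCUV (adjusted p = 0.99). The rise of MMP1 did not pass at an adjusted p under 0.05 with nothing added before log2 or without replicate 1 of 3DR, and its adjusted p ran from 0.0039 to 0.184 over all alternatives.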

UV exposure in radically polymerized gels did not induce measurable UVA-associated gene changes in hMSC.

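Of 11 genes that the paper lists as responding to UVA in skin cells, AP-1 left aside, MMP1 was by the brightest probe set the one that rose with UV in radically polymerized gels, and none fell (1 rose and 1 fell adjusted over the list alone, median log2 fold change 0.12, adjusted p = 1.0). HMOX1, the heme oxygenase gene, stood at 14.79 ± 0.05 log2 units in 3DR and 14.71 ± 0.20 in 3DRUV (SD, n = 3 each, adjusted p = 0.80 from limma), and at 10.90 ± 0.10 in 2D1. ICAM1, an adhesion receptor gene, had a log2 fold change of -0.10 (standard error 0.22, adjusted p = 0.85). By the probe set with the highest signal, the NF-kappaB genes NFKB1, NFKB2, REL, RELA and RELB had log2 fold changes from -0.46 to 0.29, with adjusted p from 0.18 to 0.81. TFAP2A, which encodes AP-2 alpha, had one of -0.13 (adjusted p = 0.73).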

Because UVA light at high fluxes may induce the formation of reactive oxygen species in situ, causing cellular damage, we compared the 3D_R_ and 3D_C_ samples, as this comparison highlights the presence of radicals during the polymerization step. 

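All 7 listed genes of AP-1 rose in 3DR against 3DC (7 adjusted over the list alone), with a median log2 fold change of 1.22 (adjusted p = 2.0e-06, adjusted p = 0.0546 with an estimated correlation). FOSB was at 10.66 ± 0.23 log2 units in 3DR and 8.61 ± 0.74 in 3DC (SD, n = 3 each), a 4.12-fold difference (log2 fold change 2.04, standard error 0.25, adjusted p = 5.2e-06). With the month as a term FOSB had a 14.7-fold difference, the highest over the alternatives (lowest 3.46). JUNB was at 11.95 ± 0.12 and 10.01 ± 0.34 (SD, n = 3 each), a 3.85-fold difference. JUN was higher in all 4 of its probe sets, by 0.99 in the one with the highest signal (standard error 0.15, adjusted p = 6.1e-05) and by 1.41 in another, a 2.67-fold difference. FOS rose by 1.51 (adjusted p = 4.2e-05), FOSL1 by 1.22 (adjusted p = 1.2e-05), FOSL2 by 0.58 (adjusted p = 0.0046) and JUND by 0.41 (adjusted p = 0.013). With the month removed through the 2D cultures, on the pooled gels, all 7 were higher in 3DR±UV (7 adjusted over the list alone, median 1.30, adjusted p = 3.0e-08, adjusted p = 0.0225 with an estimated correlation). STAT3 had a log2 fold change of -0.05 (standard error 0.13, adjusted p = 0.86) in its brightest probe set, and in its dimmest one it was 9.67-fold higher in 3DR than in 3DC, where that probe set stood at 7.35 ± 0.64 (SD, n = 3, log2 fold change 3.27, standard error 0.24, adjusted p = 2.3e-08).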

*STAT3* increased 6.48 fold in the 3D_R_ samples (p = 3.5e-8), and three of the eight genes associated with *AP-1* were also upregulated with radical polymerization: *FOSB*: 3.9 fold (p = 7.2e-4), *JUN*: 2.39 fold (p = 1.5e-8), *JUNB*: 2.2 fold (p = 2.5e-12). This indicates that exposure of hMSC (cells not naturally exposed to light) to polymerizing radicals results in modest, yet real, changes in gene expression categorized as UVA-related damage and known to result from singlet oxygen. These changes were not observed in hMSC with exposure to UVA light alone.

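With UV alone the AP-1 genes did not rise in any culture. In 2D1+2UV against 2D1+2, 2 of 7 fell and none rose (5 adjusted over the list alone, median log2 fold change -0.28, adjusted p = 6.8e-06, adjusted p = 0.038 with an estimated correlation): FOS by 1.49 (standard error 0.16, adjusted p = 1.6e-05) and FOSB by 1.46 (standard error 0.18, adjusted p = 5.9e-05). In 3DCUV and in 3DRUV FOS was the one gene that fell (1 adjusted over the list alone in each). The dimmest STAT3 probe set had log2 fold changes of -0.20 in 2D1+2UV (adjusted p = 0.841) and -0.25 in 3DCUV (adjusted p = 0.91). Of the paper's 11 UVA-associated genes, 1 rose in 2D1+2UV, HMOX1 (1 rose and 1 fell adjusted over the list alone, adjusted p = 0.96), and none in 3DCUV (none adjusted over the list alone, adjusted p = 0.65).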

Taken together, these comparisons imply that the doses of UVA light used in our experiments are not sufficient to generate reactive oxygen species, reinforcing the notion that moderate doses of UVA light are innocuous to cells. Intriguingly, while researchers are not typically as concerned about the effect of the initiating radicals on cells, it is clear that hMSCs are affected by these extracellular reactive species.

### UVA exposure does not induce differentiation

Photoencapsulation, photodegradation and photouncaging/release are widely used techniques for creating well-controlled synthetic microenvironments to study cell differentiation. In order to use these synthetic microenvironments to study and guide hMSC differentiation, they should not inherently induce differentiation down a specific pathway in the absence of applied signals–that is, these hydrogels should represent a “blank slate” to the cells, or at least their baseline influence should be known. It is therefore important to determine if either light or synthetic microenvironment are potential variables in influencing cell differentiation. We have shown in this report that exposure to small doses of UVA light has no discernible impact on gene expression of hMSCs either in 2D or encapsulated in 3D hydrogels. To more closely examine whether or not the hydrogels themselves induce differentiation, we compared our results to previously published gene array data for hMSCs cultured with differentiation media in 2D [53]. That review summarized the major genes upregulated for different lineages: osteogenic, chondrogenic, adipogenic, and neurogenic. Cross-referencing Entrez Gene numbers with several of our own comparisons, we find very few overlapping genes, and some in the opposite direction (S5 Table). The review listed nine osteogenic, five chondrogenic, ten adipogenic, and six neurogenic genes which were upregulated in hMSC after treatment with differentiation medium. We found two of nine osteogenic genes, one of five chondrogenic genes, two of ten adipogenic genes, and two of six neurogenic genes either up- or down-regulated with weak fold changes and mildly significant p-values. The differences in gene expression were mostly observed between the different polymerization methods (3D_C_ vs. 3D_R_) and any changes due to UV exposure were either downregulated or insignificant.

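The 8 differentiation genes that the paper's S5 Table found in its comparisons were chosen on these samples, so that their count is not independent evidence of a direction. Between 3DR±UV and 3DC±UV all 8 differed, 4 higher and 4 lower in 3DR±UV (8 adjusted over the list alone): PDK4, a kinase of fuel choice, by 2.68 log2 units (standard error 0.27, adjusted p = 1.3e-07), ID4, CRYAB and SOCS2 were higher, and ADAMTS5, an aggrecanase, by 1.75 (standard error 0.19, adjusted p = 2.8e-07), ZEB1, NEGR1 and ZEB2 were lower. With UV, SOCS2 (-0.97, standard error 0.12, adjusted p = 6.9e-05) and ID4 (-0.82, adjusted p = 0.027) fell in 2D1+2UV, and CRYAB (-0.66, adjusted p = 0.011), ID4 (-1.01, adjusted p = 0.027) and NEGR1 (-1.09, adjusted p = 0.024) in 3DRUV. By the probe set with the highest signal, none of the 8 rose with UV in 2D1+2UV, 3DCUV or 3DRUV, and none fell in 3DCUV, where 2 dimmer probe sets of NEGR1 fell by 1.09 (adjusted p = 0.0026) and 1.00 (adjusted p = 0.034). In 3DRUV 2 dimmer probe sets of ADAMTS5 rose, by 0.98 (adjusted p = 0.046) and 0.74 (adjusted p = 0.033).

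None of the other lists of lineage genes passed between the gels, while single members differed. Of 9 osteogenic genes 2 rose and 3 fell in 3DR±UV (2 and 4 adjusted over the list alone, adjusted p = 0.378), with IBSP at -2.85, RUNX2, a master regulator of bone, at -0.46 (0.35 and 0.0021 in 2 other probe sets) and SPP1, osteopontin, at -1.25 (standard error 0.19, adjusted p = 2.5e-05). Of 9 chondrogenic genes 2 rose (adjusted p = 0.085), ACAN by 2.10 (standard error 0.26, adjusted p = 1.6e-06; -0.61 in another probe set) and HAPLN1, a link protein of cartilage, by 1.59 (2 adjusted over the list alone). Of 8 adipogenic genes CEBPA rose by 0.89 (1 adjusted over the list alone, adjusted p = 0.633), and of 8 neurogenic genes 4 rose and 1 fell (5 and 1 adjusted over the list alone, adjusted p = 0.158), with TUBB3 at 1.11 and NES at 0.71. The paper states that the differences were mostly between polymerization methods and that changes with UV were downregulated or insignificant.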

### Real differences result from polymerization method, reflecting radical exposure and network differences

Because of the minimal influence from UV exposure, we used the power of increased replicates by including UV samples but treating them only by polymerization method. Relevant networks, functions and upstream regulators identified in IPA for the 3D_R_±UV vs. 3D_C_±UV comparison using 3030 genes (> 2-fold, p<0.05) are summarized in Table 1. Most of the gene changes can be associated with cell development, growth and proliferation, but two other processes that seem to be present are mild DNA damage and considerable changes in cell-environment interactions with the microenvironment.

**Table 1:** IPA summary for 3D_R_±UV vs. 3D_C_±UV, (>2fold, p<0.05).

Level of evaluation	Specific categories	Statistical measure^a^
**Top Networks**	RNA Post-transcriptional Modification, DNA Replication, Recombination and Repair, Antimicrobial Response	44^b^
	Cellular Assembly and Organization, Cellular Function and Maintenance, Molecular Transport	37^b^
**Molecular and cellular functions**	Cellular Development	3.1e-14–8.6e-4 (537)^c^
	Cellular Growth and Proliferation	3.1e-14–8.6e-4 (560)^c^
	Cell Cycle	1.0e-12–9.6e-4 (280)^c^
	Cellular Assembly and Organization	1.6e-12–9.5e-4 (338)^c^
	Cellular Function and Maintenance	1.63–12–9.4e-4 (334)^c^
**Upstream Regulators**	TP53 (tumor protein p53)	5.0e-25 (-0.727, not predicted)^d^
	TGFB1 (transforming growth factor beta-1)	2.9e-18 (3.344, activated)^d^
	Beta-estradiol	3.6e-18 (2.121, activated)^d^
	PDGF BB (platelet derived growth factor-BB)	7.5e-16 (2,164, activated)^d^

^a^IPA analysis returned several categories of known networks, molecular and cellular functions, and upstream regulators that could be considered important differences between radical polymerization and conjugate addition. This table summarizes the specific changes between these two polymerization groups at each level of evaluation (whole network activity, group function, specific protein activation) and gives the relative strengths of these components in the relevant statistical measure.

^b^IPA network score: For networks, the IPA network score is a relative measure of relevance, with the two highest scores reported.

^c^ p-value range (# molecules): For molecular and cellular functions, each function, such as “Cellular Development”, represents a combination of lower level functions, each with a p-value. Thus the significance of these higher level functions is given as a range that covers the p-values of the lower level functions. The # molecules is the number of user input dataset molecules associated with that higher level function.

^d^ p-value (activation z-score, prediction): For individual upstream regulators, the expected cascade of transcriptional changes in downstream molecules is evaluated to determine if a particular upstream regulator is acting, and directions and magnitudes of particular changes can be used to determine the activation z-score. Positive z-scores above 2 predict activation while negative z-scores below -2 predict inhibition.

Many of the most significant canonical pathways enriched between 3D_R_±UV vs. 3D_C_±UV, not surprisingly, fall within the categories of receptor signaling and the cell’s communication with and reaction to the extracellular environment (Fig 5, complete listing in S3 Table). Integrin signaling (p = 0.000115, ratio = 0.183), JAK/STAT signaling (p = 0.000468, ratio = 0.239), IL-6 signaling (p = 0.00000759, ratio = 0.234), and ERK/MAPK signaling (p = 0.00933, ratio = 0.168) are all very important in transmembrane and ECM signaling resulting in transcriptional regulation. 

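Cells in radically polymerized gels had higher levels of TGF-beta targets and lower levels of SREBP targets than cells in conjugate addition gels. Of 16 TGF-beta targets 13 rose and none fell (13 adjusted over the list alone), with a median log2 fold change of 1.00 (adjusted p = 9.5e-07, adjusted p = 0.0041 with an estimated correlation). KLF10, a TGF-beta induced factor, rose by 1.19, and SNAI2 by 1.13. Among 21 genes of IL-6 and JAK/STAT signaling, 11 rose and 4 fell (11 and 5 adjusted over the list alone, median 0.27, adjusted p = 0.132): SOCS3 rose by 1.50 (standard error 0.09, adjusted p = 9.1e-10), PIM1, a kinase, by 1.29, and LIFR, the LIF receptor gene, fell by 1.42. Among 20 integrins and focal adhesion genes 7 rose and 7 fell (7 and 8 adjusted over the list alone, median -0.09, adjusted p = 0.378), with ITGA1 and ITGA10, of collagen-binding integrins, lower by 1.53 (standard error 0.12, adjusted p = 1.2e-08) and 1.45 (standard error 0.10, adjusted p = 1.9e-09), and ILK, integrin-linked kinase, higher by 0.66. Of 24 heat shock chaperones 19 rose and 1 fell (21 and 1 adjusted over the list alone, median 0.71, adjusted p = 4.7e-09, adjusted p = 0.198 with an estimated correlation), with HSPA1A at 2.42 (standard error 0.18, adjusted p = 3.8e-09) and HSPB1 at 2.13. Of 48 genes of mitosis 31 rose and 5 fell (33 and 5 adjusted over the list alone, median 0.78, adjusted p = 2.4e-07, adjusted p = 0.432 with an estimated correlation), and of 35 genes of DNA replication 25 rose and 2 fell (27 and 2 adjusted over the list alone, median 0.62, adjusted p = 1.9e-07, adjusted p = 0.233 with an estimated correlation). PTTG1, securin, rose by 1.96. With the month removed through the 2D cultures, the TGF-beta targets had a median of 0.83 (10 rose, 10 adjusted over the list alone, adjusted p = 1.4e-05, adjusted p = 0.0112 with an estimated correlation). These groups moved together with the lower ACTB 3'/5' ratio of 3DR±UV, which differed from that of 3DC±UV by -0.73 log2 units (SD 0.24 and 0.77, n = 6 each). From these pathways the paper proposes that the cells may sense small microstructural differences between the gels.

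**Figure D2:**
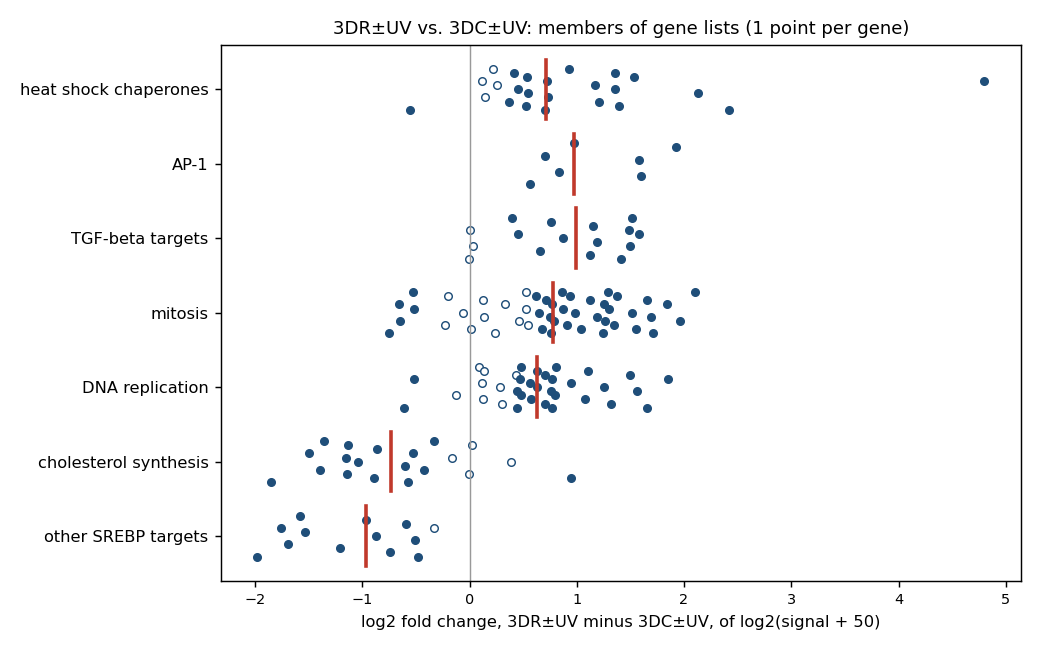
Log2 fold changes between 3DR±UV and 3DC±UV (x axis, log2(signal + 50) units) of the members of 7 gene lists; each point is 1 gene, filled at an adjusted p under 0.05 and open above it, and each red bar is the median of the list. TGF-beta targets have a median of 1.00 and other SREBP targets one of -0.96.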

Whereas most differences in the UV comparisons centered around cell cycle stage and mitosis, these pathways are focused on extracellular interactions. These changes indicate that cells may be able to sense small microstructural differences between the 3D_R_ and 3D_C_ gels. The two different chemistries (3D_R_ versus 3D_C_) result in hydrogel networks with some microstructural differences in the network mesh because the 3D_R_ networks likely incorporate more macromer chains per crosslink point than the 3D_C_ network, which can incorporate a maximum of four chains per crosslink site (Fig 1).

**Fig 5:**
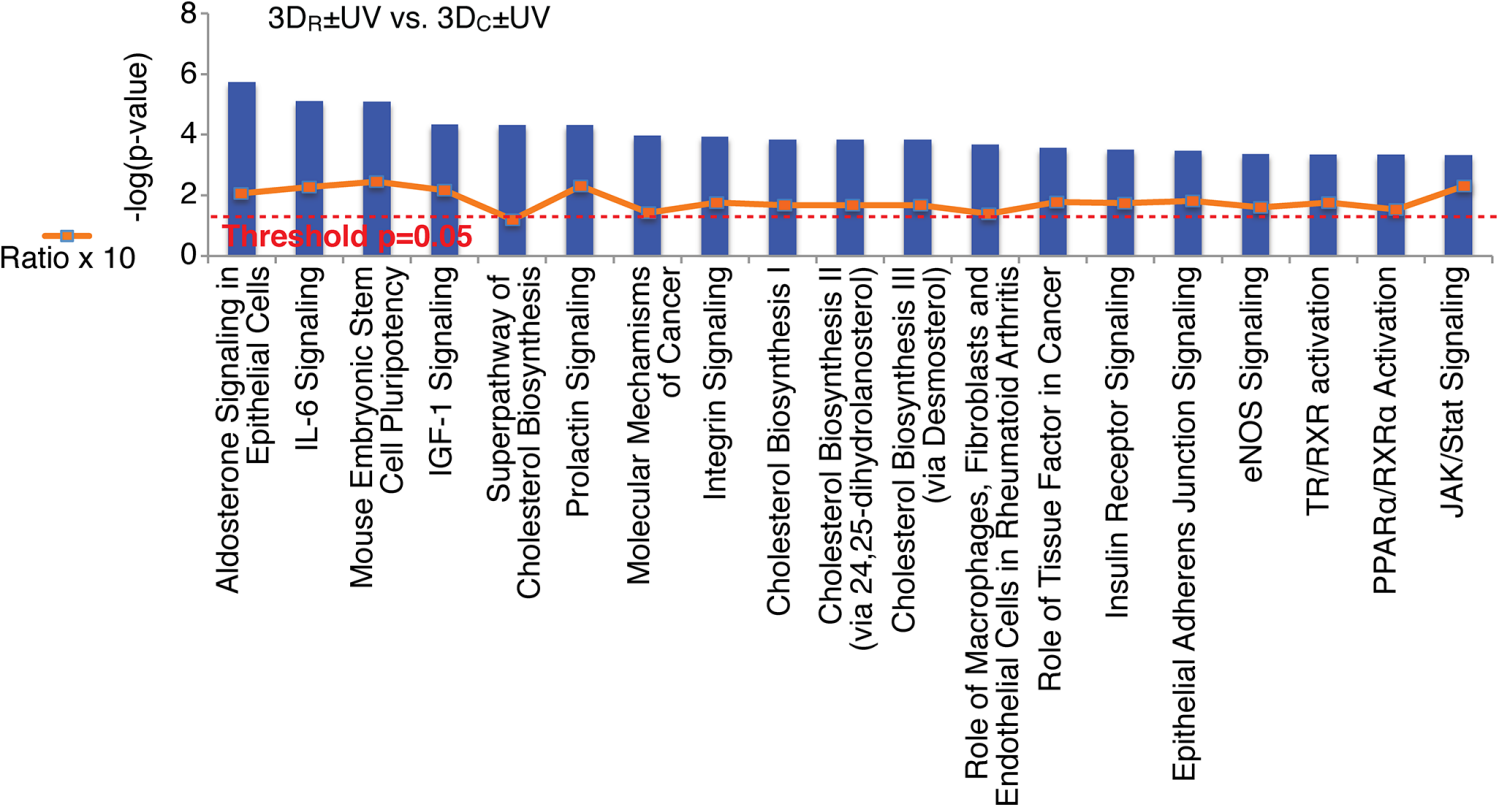
The top 20 canonical pathways identified from the 3D_R_±UV vs. 3D_C_±UV comparison ranked by p-value. Red dotted line marks p-value threshold,-log(0.05) = 1.3. The ratio of genes from our gene list found in the pathway to the total number of genes in the pathway is given as ratio x 10, and marked as the orange squares and line, and fluctuate between 15% and 25%.

Another area dramatically affected is the cholesterol and steroid hormone related synthesis pathways, as four of the top 20 canonical pathways are related to cholesterol synthesis. 

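Most genes of cholesterol synthesis and most other SREBP targets were lower in 3DR±UV than in 3DC±UV. Of 20 genes of cholesterol synthesis 15 fell and 1 rose (15 and 2 adjusted over the list alone), with a median log2 fold change of -0.74 (adjusted p = 3.9e-07, adjusted p = 0.206 with an estimated correlation). HMGCS1, a synthase early in the pathway, was at 8.57 ± 0.19 log2 units in 3DR±UV and 10.42 ± 0.38 in 3DC±UV (SD, n = 6 each), a 3.60-fold difference (log2 fold change -1.85, standard error 0.13, adjusted p = 2.0e-09). DHCR7 was lower by 1.13 and 1.44 in its 2 probe sets (standard errors 0.12 and 0.13), and SQLE, squalene epoxidase, by 0.77 to 1.22 in 4. Of 13 other targets of the sterol-regulated SREBP factors 12 fell (13 adjusted over the list alone), with a median of -0.96 (adjusted p = 4.0e-10, adjusted p = 0.039 with an estimated correlation), among them FADS1, a fatty acid desaturase (-1.76), the cholesterol transfer gene STARD4 (-1.70) and the fatty acid synthase gene FASN (-1.58, standard error 0.11, adjusted p = 1.3e-09). None of the genes of cholesterol synthesis rose or fell with UV in 3DCUV or 3DRUV. With the month removed through the 2D cultures, the cholesterol genes had a median of -0.93 (15 fell and 1 rose, 15 and 1 adjusted over the list alone, adjusted p = 7.0e-10, adjusted p = 0.078 with an estimated correlation).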

Four major genes necessary for cholesterol synthesis[54] are all lower in 3D_R_±UV than 3D_C_±UV. Given here are their gene symbols, fold changes, and p-values. *HMGCS1*: -4.31(p = 4.49e-11), *HMGCR*: -2.57(p = 2.9e-10), -2.77(p = 3.13e-10), *DHCR7*:-2.41(p = 4.82e-8), -2.63(p = 3.84e-9), and *SQLE*: -2.38(p = 2.09e-8), -2.62(p = 1.00e-6).*)*. Cholesterol makes up a significant component of cell membranes and plays important roles in a number of functions related to the cell membrane and signaling (reviewed in [55–59]). Thus, increased cholesterol synthesis can be associated with stress response and membrane damage. The expression of each of the listed cholesterol genes is lower in the 3D_R_ samples (compared to 3D_C_). In addition to cholesterol synthesis (which is also related to hormone synthesis), the *RICTOR* gene is higher in 3D_C_ samples (2.33 fold, p = 1.0e-7, 2.39 fold p = 1.2e-7). 

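RICTOR, a subunit of the mTORC2 kinase complex, was higher in 3DC±UV in 3 of its 4 probe sets. The one with the highest signal was at 12.37 ± 0.13 log2 units in 3DC±UV and 11.10 ± 0.59 in 3DR±UV (SD, n = 6 each), a 2.41-fold difference (log2 fold change -1.27 in 3DR±UV, standard error 0.18, adjusted p = 1.1e-05). The next 2 were 2.17-fold and 1.47-fold higher in 3DC±UV, and the dimmest had a log2 fold change of -0.14 (adjusted p = 0.46). Of 8 genes of the mTOR complexes 2 rose and 2 fell in 3DR±UV (2 and 2 adjusted over the list alone, median 0.08, adjusted p = 0.709): PRR5, another mTORC2 subunit, rose by 0.41 (standard error 0.07, adjusted p = 1.0e-04), SGK1, a substrate of mTORC2, by 0.91 (standard error 0.17, adjusted p = 2.1e-04), and MTOR, the kinase itself, fell by 0.43 (adjusted p = 0.048).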

*RICTOR* is a subunit of *mTORC2*, which regulates cell growth and survival in response to hormone signals, and regulates the actin cytoskeleton. Particularly in bone-derived mesenchymal stem cells, *mTORC2* and *RICTOR* play an important role in lineage specification towards osteogenic (and away from adipogenic) differentiation in response to mechanical activation[60]. These gene changes are direct evidence of the importance of extracellular environment on fundamental cell behavior and differentiation of stem cells. Differing network properties between differently fabricated hydrogels, such as density, stiffness, and adhesion molecules (or lack thereof), are the focus of many recent efforts to elucidate the mechanism of soft substrate/cell interactions for hMSC and other cell types[61–65]. A detailed analysis of the changes in gene expression between different hydrogel networks and between 2D and 3D cultures from our experiments is outside of the scope of this paper. However, this collection of gene array data can provide a highly focused starting point for researching more detailed mechanisms.

Several identified pathways in the top 100 for radical polymerization (S3 Table) are associated with DNA or cell damage such as UVA-induced MAPK signaling (p = 0.0195, ratio = 0.163), UVB-induced MAPK signaling (p = 0.0389, ratio = 0.172), UVC-induced MAPK signaling (p = 0.282, ratio = 0.136), p53 signaling (p = 0.00363, ratio = 0.176), and cell cycle G2/M DNA damage checkpoint regulation (p = 0.331, ratio 0.184). 

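Single stress genes differed between 3DR±UV and 3DC±UV. SESN2, a stress-induced sestrin, rose by 1.33 (standard error 0.14, adjusted p = 2.4e-07) and CDKN1A, the cyclin-dependent kinase inhibitor p21, by 0.82 (standard error 0.09, adjusted p = 2.4e-07), while TP53INP1, a proapoptotic gene, fell by 1.33 (standard error 0.16, adjusted p = 1.3e-06) and RRM2B, which encodes a ribonucleotide reductase subunit, by 1.20 (standard error 0.13, adjusted p = 2.6e-07).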

Though p53 signaling is identified as a perturbed canonical pathway, directions of fold change for its immediately affected molecules results in an activation z-score of -0.727 (Table 1), which does not allow a prediction of activation or inhibition (positive z-scores above 2 predict activation, negative z-scores below -2 predict inhibition). While some of these damage pathways are not statistically significant, most were not identified at all in the IPA analysis of the UV effects in the 3D_R_UV vs. 3D_R_ comparison, even with a less stringent fold cut-off (1.5 fold) (S4 Table).

Specific genes, *CHI3L1* and *HSPA6*, were affected significantly by polymerization method but had the opposite reaction to UV exposure (S3 Note and S3 Fig). Thus we were able to identify some pathways of DNA and cell damage due to free radical presence in the 3D_R_ samples compared to the 3D_C_ samples, while not for UV exposure. This is consistent with the previous analysis of specific genes associated with UVA exposure and dermal fibroblasts that indicates that the dose of UVA light in these experiments is not sufficient to generate cell-damaging radicals on its own.

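CHI3L1 was lower in 3DR than in 3DC and rose with UV in 3DR, and HSPA6 showed the reverse pattern. The test of the difference between the UV effects of the 2 gels gave a log2 value of 1.96 for CHI3L1 (brightest probe set, standard error 0.34, adjusted p = 0.0205, and above 0.05 with nothing added before log2). For HSPA6 it gave -2.75 in the brighter probe set (standard error 1.09, adjusted p = 0.30) and -3.27 in the other (standard error 0.86, adjusted p = 0.11). The paper also cites damage pathways enriched between the gels, most of which it did not identify for 3DRUV against 3DR. From these pathways and the opposite responses of the 2 genes, it concludes that some damage pathways were found for free radicals and not for UV exposure.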

## Conclusion

In summary, we have shown that long-wave UV (365 nm) at intensity and duration similar to commonly used conditions for biomaterials applications creates few changes in gene expression, and those changes are easily comingled with variations in cell cycle phase. At this flux, UVA exposure does not initiate common UVA-associated repair mechanisms, or gene changes associated with common *in vitro* differentiation protocols. In contrast, cells exposed to polymerization techniques using radicals (versus conjugate addition) exhibit significant differences in gene expression which include genes related to signal transduction from the extracellular environment, DNA damage from the presence of radicals, and cell cycle differences that likely stem from the previous two. The most significant differences were found as a result of culture method, in other words the persistent extracellular environment. Comparing gene changes to potential markers of differentiation, we found none would be suspected due to long-wave UV exposure, while a few could be attributed to extracellular environment, specifically osteogenic, adipogenic, and neurogenic differentiation. Our analysis concludes that differentiation or significant gene expression changes are due, not to long-wave UV exposure, but to persistent environmental conditions. Those researchers seeking to use long-wave UV light should be conscious of the fluxes used to prevent damage, but otherwise unexpected changes are most likely due to experimental conditions beyond the light exposure. This data set is relevant to many researchers interested in not only UV exposure, but also 2D/3D effects and 3D hydrogel network differences. Gene array data can be cost-prohibitive for many interested parties to perform on their own. Sharing this data on Gene Expression Omnibus should help others to focus their efforts at investigating diverse mechanisms in hMSC.

## Materials and Methods

### Chemicals

Acryloyl chloride (Alfa Aesar, 96%), ammonium persulfate (APS) (Amresco), chloroform (Alfa Aesar, 99%), dichloromethane (DCM) (Acros Organics, 99%), ethanol (Decon Laboratories), ethyl ether anhydrous (Fisher Scientific), poly(ethylene glycol) (PEG4K; M_n_ = 4000) (Mallinckrodt), triethylamine (TEA) (Alfa Aesar, 99+%), tetrahydrofuran (THF) (DriSolv), N,N,N',N'-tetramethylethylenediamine (TEMED) (Calbiochem), dimethyl sulfoxide (DMSO) (Fisher Scientific), pentaerythritol tetrakis(3-mercaptopropionate) (PETMP) (Sigma Aldrich, 97%).

DCM and TEA were distilled from CaH_2_ under N_2_ and stored under N_2_ in a dry, air-free flask. All other chemicals were used as received.

### Biological Materials

Fetal bovine serum (Atlanta Biologicals), L-glutamine (Hyclone), MEM Richter's Modification Medium (Hyclone), penicillin streptomycin (MP Biologicals), phosphate buffered saline (PBS) (Corning Cellgro), pure link^TM^ DNase (Invitrogen), pure link^TM^ RNA mini kit (Life Technologies) trypsin/EDTA (Hyclone, 0.05%), TRIzol® (Life Technologies).

### Acrylation of PEG4K

Polyethylene glycol (10 g, 2.5 mmol) (M_n_ 4000) was dissolved in 250 mL THF and triethylamine (1mL, 7.5 mmol) in a round bottom flask and cooled in an ice bath prior to adding acryloyl chloride (470 μL, 5.83 mmol) in 10 mL THF drop-wise to the round bottom flask. The solution was stirred under nitrogen and allowed to warm to room temperature overnight. Reaction was monitored by ^1^H NMR. Triethylamine salts were removed by filtration followed by removal of THF by rotary evaporation. The product poly(ethylene glycol)-4000 diacrylate (PEG4K-DA) was collected by filtration and dried under vacuum overnight. We characterized the product by ^1^H NMR which showed complete acrylation of PEG and no TEA salts. ^1^H NMR spectra (δ ppm) were recorded on a Bruker Biospin Ultrashield 300 MHz NMR Spectrophotometer.

Yield: 58.6%

^1^H NMR (CDCl_3_): δ = 6.43 (d, C**H**_**2**_CH_1_C(O)), δ = 5.71 (d, C**H**_**2**_CH_1_C(O)), δ6.18 (d, CH_2_C**H**_**1**_C(O)), δ = 3.63 (H-4), δ = 4.39 (d, CH_2_C**H**_**1**_C(O)), δ = 3.63 (m, PEG’s-C**H**_**2**_ **-**C**H**_**2**_ **-),** δ = 3.42 (t, PEG-CH_2_C**H**_**2**_OC(O)CH_2_CH_2_).

### Human Mesenchymal Stem Cell Culture

Human mesenchymal stem cells (hMSCs) were obtained from Texas A&M Health Science Centre College of Medicine through a grant obtained from NCRR of the NIH (P40RR017447). Cells were received with no identifying patient information. The cells are obtained from normal, healthy volunteers pre-screened for infectious diseases under a protocol approved by both the Scott & White and Texas A&M University IRBs with written Informed Consent. The frozen cells were recovered overnight and passaged (seeding density: 60 cells/cm^2^) the next day. The cell culture medium used was MEM Richter's Modification medium with 20% Fetal Bovine Serum, 1% L-Glutamine and 1% Penicillin-Streptomycin. Media was changed once every 3 days. Once the cells reached ~80% confluency, they were trypsinized, counted and used for sample preparation (passage 2 hMSCs). For the scope of this project, we were interested in only analyzing the initial effects of free-radicals, UV exposure, and culture systems. Therefore, we did not test the effect of cell age (by using cells in different passage numbers) on free-radical sensitivity, UV exposure, and culture systems. All our sample sets had hMSCs in passage 2.

### 2D cell culture (Day 1)

Freshly trypsinized hMSCs (500,000 cells) were plated in 75 cm^2^ Corning tissue culture flasks with 20 mL fresh media and placed in the incubator.

### Encapsulation of hMSCs in PEG Hydrogels (Day 1)

Optimal cell density for adequate RNA extraction in the hydrogels was determined to be 3,000,000 cells/ 100 μL. Freshly trypsinized cells were centrifuged down to a cell pellet, which was resuspended in fresh medium. Cells were counted using a hemocytometer. Aliquots having 3,000,000 cells were centrifuged in separate tubes at 0.5 rcf for 10 minutes. The resulting cell pellets were encapsulated in hydrogels which were fabricated as described below.

#### Radical Encapsulation

The hMSC cell pellet (3,000,000 cells) was resuspended in PEG4K-DA solution (0.01 g PEG4K-DA in 80 μL PBS) in a microcentrifuge tube. 20 μL of 2.5 M APS and 20 μL of 1.18 M TEMED was added to the cell+PEG4K-DA solution. This resulted in a 10 wt% PEG4K-DA solution with a final concentration of 5 mM APS and 2.5 mM TEMED in PBS. The solution was swiftly mixed and the gels were cast in the caps of 1.5mL microcentrifuge tubes that resulted in cylindrical hydrogels. After 12 minutes the gels were transferred to fresh medium and the medium was changed after 24 hours. Cell viability was quantified using LIVE/DEAD assay. Fluorescence was detected using a Zeiss AxioObserver Inverted Fluorescent microscope equipped with AxioVision software and cells were counted manually.

#### Michael Addition (Non-Radical) Conjugate Addition

Pre-reaction: PETMP was pre-reacted with PEG4K-DA in a 2:1 PETMP to PEG4K-DA molar ratio (0.03 g of PETMP with 0.125 g PEG4K-DA). The pre-reaction was carried out for 2 hours in 1000 μL deuterated dimethyl sulfoxide. Completion of the reaction was monitored via ^1^H NMR. The product was then precipitated into 200 mL cold diethyl ether, filtered, and dried under vacuum. The pre-reaction product (PEG4K-DA-PETMP) was dissolved in 1000 μL PBS. 25 hydrogels were made from this sample, each with a 100 μL volume.

To achieve an equivalent 2:1 PEG4K-DA to PETMP in the final product, 0.375 g of PEG4K-DA was dissolved in 875 μL PBS. To fabricate one hydrogel, 45 μL of the 0.030 M pre-reaction product and 35 μL of 0.10 M PEG4K-DA solution were mixed. The hMSCs pellet (3,000,000 cells) was resuspensed in this solution to fabricate the one hydrogel. 25 μL of 0.8 M TEMED solution was added to obtain a final concentration of 0.2 M TEMED in the polymer solution to catalyze conjugate addition of the samples. This viscous solution was pipetted into the center of a well in a 24-well plate as a single bead. All samples were cured in 24 well plates resulting in cylindrical gels with a flat bottom and domed top. After 7 minutes fresh medium was added to the gels and the medium was changed after 24 hours.

### UV Exposure Conditions (Day 2)

The UV radiation source was a Black Ray UV Bench Lamp 365 nm, 115V 60 Hz, 0.68 Amps (UVP, LLC). Samples were exposed to UV radiation at 365 nm 3.5 mW/cm^2^ intensity for 25 minutes in two increments of 10 minutes and one increment of 5 minutes, with 10 minutes of darkness in between to minimize heat build-up. The intensity was measured and recorded using an ILT950 spectroradiometer (International Light Technologies). The incident light emitted from the lamp was a bell curve from 300nm to 425nm, with the peak at 365nm. The intensity from that block of wavelengths was measured to be 3.5 mW/cm^2^. The total irradiance from UVA wavelengths (321 nm -390 nm) was ~2.4 mW/cm^2^, from visible light (380 nm -780 nm) ~ 8.7 W/cm^2^, from UVB (281 nm—320 nm) 0.025 mW/cm^2^, and UVC (220 nm -280 nm) ~ 0.001 mW/cm^2^. These intensities fluctuate by roughly 10% at any given time, and our intensity of interest is decreased 8% by passing through polystyrene.

### RNA Extraction by TRIzol^®^ Method and Spin Column Purification (Day 3)

Total RNA was extracted using the commercially available TRIzol^®^ guanidinium-phenol based reagent followed by spin column purification using Ambion PureLink kit.

#### Homogenization

2D Samples: Plated cells were trypsinized and centrifuged at 0.5 rcf for 10 minutes. 1000 μL TRIzol^®^ was added to the pellet and was pipette homogenized.

3D Samples: Gels were removed from the medium and washed with PBS. They were coarsely homogenized using a plastic tissue homogenizer and then flash frozen in liquid nitrogen. Each sample was thawed in 1000 μL TRIzol^®^. Fine homogenization was performed on ice using an electric tissue homogenizer (Tissue Tearor, Biospec Products, Inc) for 1 minute at speed 35.

### Phase Separation, Precipitation and Purification

Samples in TRIzol^®^ were incubated at room temperature for 5 minutes before further processing. 200 μL chloroform was added to each sample and incubated at room temperature for 3 minutes before centrifuging at 4°C for 15 minutes 12,000xg for phase separation. The aqueous layer was collected and an equal volume of 70% ethanol was added. This solution was centrifuged multiple times through the spin column with wash buffer I and II (protocol by Life Technologies). DNA impurities were removed with DNase bought commercially. In the final step, RNA was eluted in RNase free ultra pure water and stored at -80°C for further analysis.

### RNA Integrity Analysis prior to gene array

RNA integrity analysis was performed by the UCLA Clinical Microarray Core/JCCC Genomics Shared Resource located at UCLA. Analysis was performed using the Agilent 2100 bioanalyzer. The bioanlayzer generated electropherograms and RNA integrity number (RIN). Samples used for microarray experiments need to have RIN > 7. All our samples had distinct 18s and 28s RNA subunit peaks and average RIN > 9.40.

### Gene array processing and data analysis

Gene array processing and post-processing of data were performed by the UCLA Clinical Microarray Core/JCCC Genomics Shared Resource. We used the Affymetrix human genome U133 Plus 2.0 array, with Affymetrix annotation version na33. The Core used Partek Genomics Suite to identify differentially expressed genes (> 2-fold change, p < 0.05, unless otherwise noted). Gene lists were exported for functional annotation clustering and pathway analysis in two different programs, the Database for Annotation, Visualization, and Integrated Discovery (DAVID v6.7)[23, 24]_and Ingenuity Pathway Analysis (IPA, build version 242990, content version 17199142). When using DAVID for functional annotation clustering, default selections and medium stringency for filtering were used unless otherwise noted, and Benjamini-Hochberg multiple comparison correction p-values were used to determine significance in functional annotation clustering in DAVID. Raw data have been deposited to NCBI’s Gene Expression Omnibus under the series record accession GSE58093.

## Supporting Information

S1 Fig Low differential expression in controls shows repeatability of experiment. The small number of gene changes between months represents variations in cell cycle. Comparisons between months for the same groups have very little change. 25 overlapping genes represent the repeatable difference between months of sample preparation. DAVID functional annotation clustering reveals only 1 significant cluster, Mitosis.
(TIF)

S2 Fig A side view of principle components analysis for all samples. 2D samples (blue = 2D_1_UV, red = 2D_1_, pink = 2D_2_UV, burgundy = 2D_2_), 3D_C_ samples (purple = 3D_C_UV, green = 3D_C_), and 3D_R_ samples (light blue = 3D_R_UV, orange = 3D_R_). The 3D_R_ samples look more dispersed in this view, but not because of the UV samples (light blue). All the 3D_R_ samples could be reflecting the variability imparted by radical polymerization. Arbitrary units on all axes are the same as Fig 2 of the manuscript.
(TIF)

S3 Fig Relative expression levels of CHI3L1 and HSPA6 under all conditions. The two most extreme fold changes due to UV and due to polymerization method were CHI3L1 and HSPA6. Here, their relative changes under all 4 combinations of conditions is diagramed, and shows that CHI3L1 and HSPA6 seem to be anti-correlated. However, they do not share any common canonical pathways.
(TIF)

S1 Note Using a single donor with negligible experimental variation to increase sensitivity.

S2 Note No interaction between UV and radical polymerization.

S3 Note CHI3L1 and HSPA6 reflect changes due to polymerization method, do not reinforce UV exposure.

S1 Table Sample details list. In total, eight sample types were created, with 3 replicates each. The month of preparation corresponding to each group is listed along with the abbreviations used for each.
(DOCX)

S2 Table Inclusion or exclusion of UV samples does not affected enriched pathways due to polymerization method. The top functional annotation clusters from DAVID and KEGG pathways identified by DAVID for comparison of polymerization methods that either include or exclude UV samples. There are no changes to the top cluster for up or downregulated genes, while only significance and enrichment order change for lower clusters for the downregulated genes. Many pathways are not statistically significant.
(DOCX)

S3 Table Top 100 canonical pathways identified by Ingenuity in gene changes between 3D_R_±UV vs. 3D_C_ ±UV. 3030 genes. Results greater than 2-fold change, p < 0.05.
(PDF)

S4 Table Top 100 canonical pathways identified by Ingenuity in gene changes in 3DRUV vs. 3DR. 2006 genes. Results greater than 1.5-fold change, p < 0.05.
(PDF)

S5 Table Genes upregulated during differentiation of hMSC not significant from UV. Genes upregulated during differentiation of hMSC (reviewed in [53]) can be found minimally in some UV comparisons, but not reliably upregulated. Fold changes are reported along with their p-values. In instances where we found multiple listings for the same gene, all the fold changes and p-values are given.
(DOCX)

# Supplementary material for: Low-Dose, Long-Wave UV Light Does Not Affect Gene Expression of Human Mesenchymal Stem Cells
**Source:** PLoS One. 2015 Sep 29;10(9):e0139307. doi: 10.1371/journal.pone.0139307
**Supplement:** S1 Note

**Note S1: Using a single donor with negligible experimental variation to increase sensitivity**

2D samples were repeated on two separate dates (n=3 for each date) to establish baseline variations and repeatability of our experimental techniques. We found minimal variations in gene expression between 2D_1_ and 2D_2_, our internal controls, on par with several other studies of hMSC. Briefly, when analyzing 47,000+ transcripts we found low numbers of genes changed (< 0.3%) with low fold changes (< 10 fold) between these control groups, which should be identical aside from the date of expansion. 

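Without UV, 35 probe sets from 33 genes were called between 2D1 and 2D2, 0.0641% of those tested, 28 genes higher and 5 lower in 2D1. The folds ran from -3.11 to 3.30, and 15 probe sets had an adjusted p under 0.05. With 1 array left out the count was 36 to 66. With UV, 156 probe sets were called between 2D1UV and 2D2UV, 0.286% of those tested, with folds from -3.53 to 4.96. With nothing added before log2 the 2 counts were 1858 and 1870. Genes of mitosis were higher in 2D1 without UV by a median log2 fold change of 0.74 (none of 48 rose, 39 adjusted over the list alone, adjusted p = 7.5e-40, adjusted p = 0.091 with an estimated correlation), and of 19 genes of DNA break repair none rose (5 adjusted over the list alone, median 0.24, adjusted p = 2.2e-06, adjusted p = 0.035 with an estimated correlation).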

Other research [[1-3](#_ENREF_1)]of hMSC gene expression using the same or similar gene chips to ours reported similarly low variations due to different donors and expansion location (physical laboratory) [[1](#_ENREF_1), [2](#_ENREF_2)], accounting for fewer than 100 differentially expressed genes and most fold changes in the 2-3 fold range but going up to 13 fold. In contrast, hMSC have much greater variability due to changes in cell cycle during routine expansion culture (> 0.9% of genes, up to 59-fold change over 5 days of routine culture)[[3](#_ENREF_3)]. Particularly, differences in gene expression of hMSC between different donors is very minimal[[2](#_ENREF_2)], much less than the differences between sources of hMSC within each donor (bone marrow or adipose) and we use this report to justify using a single donor in our study to amplify any potential changes due to our specific experimental conditions since they may be small. Due to the cost, it is impractical to scan more donors without sacrificing replication in our experimental design. We rely on the base of literature to establish low variability between donors, and based on the many cytotoxicity and control experiments from diverse publications we expect any potential changes due to UV exposure to be small and difficult to detect.

With 3 replicates for each group, we see 35 and 122 unique differentially expressed genes in the 2 comparisons that should have been identical except for the date of their preparation (2D_1_ vs. 2D_2_ and 2D_1_UV vs. 2D_2_UV). In fact, if we look at overlapping genes from those two comparisons, there are merely 25 unique genes and all but one are uniformly upregulated in the first month compared with the second month (Fig S1). 

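Of the 33 genes called between 2D1 and 2D2, 17 were also called between 2D1UV and 2D2UV, where 0.195 would be shared by chance and the comparisons share no arrays. All 17 were higher in the first month in both. FOSB is 1 of them, and FOS had log2 fold changes of 0.41 without UV (standard error 0.23, adjusted p = 0.78) and 2.01 with UV (standard error 0.23, adjusted p = 0.00018). At an adjusted p under 0.05 the comparisons shared 9 genes, and with nothing added before log2 198, where 0.064 and 67.8 would be shared by chance.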

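CDCA2, a chromatin-associated regulator of mitotic exit, was higher in the first month in both of its probe sets, with and without UV. In the dimmer one it stood at 9.20 ± 0.08 log2 units in 2D1 and 8.18 ± 0.05 in 2D2, and at 8.69 ± 0.08 in 2D1UV and 7.62 ± 0.32 in 2D2UV (SD, n = 3 each). These are folds of 2.02 (adjusted p = 0.480) and 2.10 (adjusted p = 0.317) from limma. In the brighter one it stood at 10.46 ± 0.08, 9.72 ± 0.16, 10.00 ± 0.09 and 9.08 ± 0.21 in the same order (SD, n = 3 each), with folds of 1.67 and 1.89 (adjusted p of 0.885 and 0.814 from limma).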

CDCA2 was upregulated in the 2D_1_UV vs. 2D_2_UV comparison (2.1 fold) while downregulated in the 2D_1_ vs. 2D_2_ comparison (-2.1 fold). A functional annotation clustering using DAVID reveals only one major annotation cluster that has any significance after multiple comparisons correction. The mitosis (cell cycle) pathway is enriched (enrichment score 7.26, Benjamini 3.1e-9) indicating the two populations were likely in a slightly different part of the cell cycle when harvested for analysis (Fig S1). Thus these small changes do reveal underlying differences and are not necessarily instrumental noise, but rather biological noise or variation. In fact, hMSC from the same passage but at different stages of growth (2 days vs. 7 days after plating) have been shown to differentially upregulate 264 genes and downregulate 208 genes by day 7 (> 2-fold change, p < 0.1).[[3](#_ENREF_3)] That particular study was conducted across 3 different donors using a less stringent p-value cut-off but the same gene array as our study, and observed fold changes as high as 58.6 (*FGF7*), showing that 5 days difference in the same population of cells results in much larger changes to gene expression than we found in any of our 2D comparisons. Comparing overlapping Entrez Gene numbers between their study and our 2D_1_UV vs. 2D_2_UV, we find in particular 22 genes which are all mitosis/cell cycle genes (enrichment 26.5 Benjamini 6.0e-27) which are upregulated in our first month, and also upregulated in their 2 day log phase. 

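With UV, genes of mitosis were higher in the first month than in the second. Of 48 listed genes 27 were higher in 2D1UV and none lower (47 adjusted over the list alone), with a median log2 fold change of 1.16 (adjusted p = 1.0e-73, adjusted p = 0.0127 with an estimated correlation). NEK2 was higher by 1.54 (standard error 0.25, adjusted p = 0.0059), the mitotic kinase AURKA by 1.29 (standard error 0.21, adjusted p = 0.0059), and HMMR, a spindle-associated hyaluronan receptor, by 1.57. Of 35 genes of DNA replication 9 were higher (31 adjusted over the list alone, median 0.74, adjusted p = 1.5e-41, adjusted p = 0.0090 with an estimated correlation), and of 19 genes of DNA break repair 4 (6 adjusted over the list alone, median 0.25, adjusted p = 1.4e-07, adjusted p = 0.0127 with an estimated correlation). Outside the cell cycle, FOSB was higher by 2.31 (standard error 0.25, adjusted p = 0.00017), while SCML2, a polycomb gene (-1.82, standard error 0.20, adjusted p = 0.00017), and LTF, lactotransferrin (-1.41), were lower. HMMR and LTF had an adjusted p above 0.05 with 0 or 16 added before log2, and HMMR also without any single array of the 6. In all, 120 genes were called, 106 higher and 14 lower in 2D1UV.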

If we analyze just the 122 unique differentially expressed genes (only 10 of which were downregulated in month 1 compared to month 2) from 2D_1_UV vs. 2D_2_UV, it becomes apparent that the first month’s samples were collected while more of the cells were undergoing mitosis (enrichment score 48.5, Benjamini 4.5e-52), and that is all the difference between the two months. 2D_1_ vs. 2D_2_ differentially expressed genes were not used for this analysis because there were only 35, too few to create significant enrichment.

References

1. Jansen BJ, Gilissen C, Roelofs H, Schaap-Oziemlak A, Veltman JA, Raymakers RA, et al. Functional differences between mesenchymal stem cell populations are reflected by their transcriptome. Stem Cells Dev. 2010;19(4):481-90. Epub 2009/10/01. doi: 10.1089/scd.2009.0288. PubMed PMID: 19788395.

2. Torensma R, Prins HJ, Schrama E, Verwiel ET, Martens AC, Roelofs H, et al. The impact of cell source, culture methodology, culture location, and individual donors on gene expression profiles of bone marrow-derived and adipose-derived stromal cells. Stem Cells Dev. 2013;22(7):1086-96. Epub 2012/11/14. doi: 10.1089/scd.2012.0384. PubMed PMID: 23145933; PubMed Central PMCID: PMC3608038.

3. Larson BL, Ylostalo J, Prockop DJ. Human multipotent stromal cells undergo sharp transition from division to development in culture. Stem Cells. 2008;26(1):193-201. doi: Doi 10.1634/Stemcells.2007-0524. PubMed PMID: ISI:000252302500022.

# Supplementary material for: Low-Dose, Long-Wave UV Light Does Not Affect Gene Expression of Human Mesenchymal Stem Cells
**Source:** PLoS One. 2015 Sep 29;10(9):e0139307. doi: 10.1371/journal.pone.0139307
**Supplement:** S2 Note

**Note S2: no interaction between UV and radical polymerization**

Using DAVID for functional annotation clustering and identifying enriched KEGG pathways, the significant clusters remain the same regardless of the inclusion or exclusion of the UV data (S2 Table). The only difference shows up in the downregulated genes, where the clusters are the same, but their relative enrichment scores and p-values are different. Without UV data, Plekstrin homology and WD repeat clusters have significant p-values, but after UV data is added these two clusters become insignificant. Enrichment scores do not change considerably.

# Supplementary material for: Low-Dose, Long-Wave UV Light Does Not Affect Gene Expression of Human Mesenchymal Stem Cells
**Source:** PLoS One. 2015 Sep 29;10(9):e0139307. doi: 10.1371/journal.pone.0139307
**Supplement:** S3 Note

**Note S3. CHI3L1 and HSPA6 reflect changes due to polymerization method, do not reinforce UV exposure.**

Two genes, *CHI3L1* and *HSPA6*, exhibit the highest fold changes when considering either the effect of UV light (3D_R_ vs. 3D_R_UV and 3D_C_ vs. 3D_C_UV) or the effect of scaffold fabrication (3D_R_±UV vs. 3D_C_ ±UV). *CHI3L1* is downregulated in cells exposed to radicals compared to conjugate addition (3D_C_±UV vs. 3D_R_ ±UV). This implies that radical polymerization does not have the same effect on hMSC *in vitro* as persistent reactive oxygen species in the body, which could cause a cascade of inflammatory events leading to upregulation, translation, and secretion of *CHI3L1* by mesenchymal cells *in vivo*[[1](#_ENREF_1), [2](#_ENREF_2)]. 

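CHI3L1 was at 8.93 ± 0.99 log2 units in 3DR±UV and 13.21 ± 0.50 in 3DC±UV (SD, n = 6 each), a log2 fold change of -4.28 (standard error 0.17, adjusted p = 3.5e-12). It stood at 8.05 ± 0.18 in 3DR and 9.82 ± 0.22 in 3DRUV (SD, n = 3 each), a rise of 1.77 (standard error 0.24, adjusted p = 0.00039), and at 13.30 ± 0.72 in 3DC and 13.11 ± 0.28 in 3DCUV (SD, n = 3 each, adjusted p = 0.95 from limma). In the 2D groups its means were 6.94 to 7.72. The dimmest of its 3 probe sets had log2 fold changes of -0.25 between the gels (adjusted p = 0.18) and 0.19 with UV in 3DR, and was not called in either.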

The downregulation of *CHI3L1* in radically polymerized gels may indicate a decrease in stem-ness or a decrease in ECM interaction. Conversely, UV light in the radically polymerized gels seems to induce a very small increase in *CHI3L1* gene expression, but not to a considerable extent (S3 Fig).

*HSPA6*, also known as *Hsp70B’*, is a collagen chaperone that prevents protein aggregation and mediates new protein folding by recognizing and binding net hydrophobic peptide regions that are exposed during translation, membrane translocation, or possibly stress-induced damage. 

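HSPA6 was at 15.07 ± 0.62 log2 units in 3DR and 12.31 ± 0.82 in 3DRUV, a log2 fold change of -2.76 (standard error 0.77, adjusted p = 0.034), and at 8.90 ± 2.11 in 3DC and 8.88 ± 1.57 in 3DCUV (SD, n = 3 in each group, adjusted p = 1.0 from limma). The other probe set fell from 14.53 ± 0.90 to 11.19 ± 0.88 with UV in 3DR (SD, n = 3 each, log2 fold change -3.33, standard error 0.61, adjusted p = 0.0028) and was at 8.44 ± 1.69 in 3DC. Between the gels without UV the difference was 6.17 log2 units in the brighter probe set and 6.09 in the other. In the brighter one the fall with UV did not pass at an adjusted p under 0.05 with quantile normalization, with 0 or 16 added before log2, or without 3DR replicate 1, 3DR replicate 2, 3DRUV replicate 2 or 3DRUV replicate 3.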

We see this mRNA upregulated with radical polymerization relative to conjugate addition, but down regulated only slightly with UV exposure in 3D_R_. Free radicals are known to induce damage to collagen[[3](#_ENREF_3), [4](#_ENREF_4)], which may explain the upregulation in *HSPA6*. Additionally, if the downregulation of *CHI3L1* due to radical polymerization indicates a decrease in ECM interaction for 3D_R_ compared to 3D_C_, the cell may also be trying to compensate by producing more proteins, whether secreted, intracellular, or transmembrane, and upregulating *HSPA6* in that process. The two genes seem to be anti-correlated with each other, but they have no canonical pathways in common and share only one IPA functional group of little relevance in this context (neurological disease).

References

1. Hoover DJ, Zhu V, Chen R, Briley K, Rameshwar P, Cohen S, et al. Expression of the Chitinase Family Glycoprotein YKL-40 in Undifferentiated, Differentiated and Trans-Differentiated Mesenchymal Stem Cells. PLoS One. 2013;8(5). doi: ARTN e62491

DOI 10.1371/journal.pone.0062491. PubMed PMID: ISI:000319737700014.

2. Prakash M, Bodas M, Prakash D, Nawani N, Khetmalas M, Mandal A, et al. Diverse pathological implications of YKL-40: Answers may lie in 'outside-in' signaling. Cell Signal. 2013;25(7):1567-73. doi: Doi 10.1016/J.Cellsig.2013.03.016. PubMed PMID: ISI:000320638000004.

3. Monboisse JC, Braquet P, Borel JP. Oxygen-Free Radicals as Mediators of Collagen Breakage. Agents Actions. 1984;15(1-2):49-50. doi: Doi 10.1007/Bf01966960. PubMed PMID: WOS:A1984TJ25600024.

4. Monboisse JC, Poulin G, Braquet P, Randoux A, Ferradini C, Borel JP. Effect of Oxy Radicals on Several Types of Collagen. Int J Tissue React. 1984;6(5):385-90. PubMed PMID: WOS:A1984ABB0900005.

# Supplementary material for: Low-Dose, Long-Wave UV Light Does Not Affect Gene Expression of Human Mesenchymal Stem Cells
**Source:** PLoS One. 2015 Sep 29;10(9):e0139307. doi: 10.1371/journal.pone.0139307
**Supplement:** S1 Table — In total, eight sample types were created, with 3 replicates each. The month of preparation corresponding to each group is listed along with the abbreviations used for each.

***Table S1****.* ***Sample details list.*** *In total, eight sample types were created, with 3 replicates each. The month of preparation corresponding to each group is listed along with the abbreviations used for each.*

| Abbreviation | Culture condition | Month of preparation | Parallel UV exposure abbreviation |
| --- | --- | --- | --- |
| 2D_1_ | Polystyrene flask monolayer, | 1^st^ | 2D_1_UV |
| 2D_2_ | Polystyrene flask monolayer, | 2^nd^ | 2D_2_UV |
| 3D_C_ | Conjugate addition encapsulation | 1^st^ | 3D_C_ UV |
| 3D_R_ | Radical polymerization encapsulation | 2^nd^ | 3D_R_UV |

# Supplementary material for: Low-Dose, Long-Wave UV Light Does Not Affect Gene Expression of Human Mesenchymal Stem Cells
**Source:** PLoS One. 2015 Sep 29;10(9):e0139307. doi: 10.1371/journal.pone.0139307
**Supplement:** S2 Table — The top functional annotation clusters from DAVID and KEGG pathways identified by DAVID for comparison of polymerization methods that either include or exclude UV samples. There are no changes to the top cluster for up or downregulated genes, while only significance and enrichment order change for lower clusters for the downregulated genes. Many pathways are not statistically significant.

**Table S2**. **Inclusion or exclusion of UV samples does not affect significant pathways. ^a^**

|  | **DAVID functional annotation clusters** | | **KEGG pathways** | |
| --- | --- | --- | --- | --- |
|  | **Name** | **E=enrichment score (Benjamini-Hochberg)** | **Name** | **[# genes, % of pathway] (Benjamimi-Hochberg)** |
| **Upregulated in**  **3D_R_ ±UV vs 3D_C_±UV**  **(547 unique IDs)** | Mitosis | E: 11.8 (3.86e-12) | Cell Cycle | [18, 3.3%] (1.6e-3) |
|  | Stress response | E: 10.4 (9.19e-13) | p53 signaling pathway | [11, 2.0%] (3.3e-2) |
|  | Intracellular non-membrane-bounded organelle | E: 9.6 (1.38e-8) | MAPK signaling pathway | [23, 4.2%] (8.4e-2) |
|  |  |  | pathways in cancer | [26, 4.6%] (8.5e-2) |
| **Upregulated in**  **3D_R_ vs 3D_C_**  **(830 unique IDs)** | Mitosis | E: 15.8 (7.98e-17) | Cell Cycle | [28, 3.4%] (5.3e-7) |
|  | Stress response | E: 12.1 (2.16e-13) | p53 signaling pathway | [16, 1.9%] (9.2e-4) |
|  | Intracellular non-membrane-bound organelle | E: 10.5 (6.72e-10) | pathways in cancer | [35, 4.2%] (8.1e-2) |
|  |  |  | MAPK signaling pathway | [30, 3.6%] (6.6e-2) |
| **Downregulated in**  **3D_R_±UV vs 3D_C_±UV**  **(1308 unique IDs)** | Cytoskeleton | E: 4.6 (7.07e-4) | Steroid biosynthesis | [8, 0.61%] (9.9e-3) |
|  | Plekstrin homology | E: 3.7 (3.67e-2) | Insulin signaling pathway | [21, 1.61%] (4.2e-2) |
|  | Zinc finger | E: 3.6 (2.66e-4) | Focal adhesion | [26, 2.0%] (7.0e-2) |
|  | WD repeat | E: 3.4 (1.06e-2) |  |  |
| **Downregulated in**  **3D_R_ vs 3D_C_**  **(1624 unique IDs)** | Cytoskeleton | E: 5.4 (4.35e-6) | Steroid biosynthesis | [8, 0.493%] (4.2e-2) |
|  | WD repeat | E: 5.4 (2.15e-4) | Wnt signaling pathway | [25, 1.5%] (9.4e-2) |
|  | Zinc finger | E: 5.3 (3.23e-5) | Focal adhesion | [28, 1.7%] (3.3e-1) |
|  | Plekstrin homology | E: 3.9 (2.34e-5) |  |  |

^a^The top functional annotation clusters from DAVID and KEGG pathways identified by DAVID for comparison of polymerization methods that either include or exclude UV samples. There are no changes to the top cluster for up or downregulated genes, while only significance and enrichment order change for lower clusters for the downregulated genes. Many pathways are not statistically significant.

# Supplementary material for: Low-Dose, Long-Wave UV Light Does Not Affect Gene Expression of Human Mesenchymal Stem Cells
**Source:** PLoS One. 2015 Sep 29;10(9):e0139307. doi: 10.1371/journal.pone.0139307
**Supplement:** S3 Table — Results greater than 2-fold change, p < 0.05.

Ingenuity Canonical Pathways: Top 100 3DR±UV vs. 3DC±UV

	**-log(p-value)**	**Ratio**
Aldosterone Signaling in Epithelial Cells	5.74E00	2.14E-01
IL-6 Signaling	5.12E00	2.34E-01
Mouse Embryonic Stem Cell Pluripotency	5.09E00	2.53E-01
IGF-1 Signaling	4.34E00	2.24E-01
Superpathway of Cholesterol Biosynthesis	4.33E00	1.26E-01
Prolactin Signaling	4.32E00	2.38E-01
Molecular Mechanisms of Cancer	3.97E00	1.5E-01
Integrin Signaling	3.94E00	1.83E-01
Cholesterol Biosynthesis I	3.85E00	1.75E-01
Cholesterol Biosynthesis II (via 24,25-dihydrolanosterol)	3.85E00	1.75E-01
Cholesterol Biosynthesis III (via Desmosterol)	3.85E00	1.75E-01
Role of Macrophages, Fibroblasts and Endothelial Cells in Rheumatoid Arthritis	3.68E00	1.46E-01
Role of Tissue Factor in Cancer	3.56E00	1.85E-01
Insulin Receptor Signaling	3.52E00	1.81E-01
Epithelial Adherens Junction Signaling	3.48E00	1.88E-01
eNOS Signaling	3.37E00	1.68E-01
TR/RXR Activation	3.35E00	1.83E-01
PPARα/RXRα Activation	3.34E00	1.61E-01
JAK/Stat Signaling	3.33E00	2.39E-01
Cholecystokinin/Gastrin-mediated Signaling	3.25E00	2.08E-01
ILK Signaling	3.24E00	1.66E-01
Glucocorticoid Receptor Signaling	3.09E00	1.47E-01
Hepatic Fibrosis / Hepatic Stellate Cell Activation	3.03E00	1.74E-01
Glioblastoma Multiforme Signaling	2.98E00	1.67E-01
Fcγ Receptor-mediated Phagocytosis in Macrophages and Monocytes	2.88E00	1.89E-01
HGF Signaling	2.86E00	1.89E-01
FAK Signaling	2.86E00	1.79E-01
Pancreatic Adenocarcinoma Signaling	2.83E00	1.72E-01
EGF Signaling	2.77E00	2.19E-01
Gap Junction Signaling	2.74E00	1.55E-01
Acute Myeloid Leukemia Signaling	2.74E00	2.02E-01
Acute Phase Response Signaling	2.66E00	1.66E-01
IL-17A Signaling in Airway Cells	2.63E00	1.97E-01
Role of NFAT in Cardiac Hypertrophy	2.59E00	1.48E-01
Regulation of the Epithelial-Mesenchymal Transition Pathway	2.59E00	1.58E-01
PEDF Signaling	2.58E00	2.03E-01
p53 Signaling	2.44E00	1.76E-01
HMGB1 Signaling	2.44E00	1.74E-01
Erythropoietin Signaling	2.43E00	1.9E-01
Actin Cytoskeleton Signaling	2.42E00	1.45E-01
RhoA Signaling	2.42E00	1.8E-01
Glioma Signaling	2.39E00	1.68E-01
Thrombin Signaling	2.38E00	1.52E-01
Growth Hormone Signaling	2.36E00	1.92E-01
Renal Cell Carcinoma Signaling	2.36E00	1.9E-01
Breast Cancer Regulation by Stathmin1	2.34E00	1.5E-01
PI3K Signaling in B Lymphocytes	2.33E00	1.61E-01
ErbB2-ErbB3 Signaling	2.31E00	2.06E-01
VEGF Signaling	2.3E00	1.65E-01
PPAR Signaling	2.24E00	1.68E-01
Role of Osteoblasts, Osteoclasts and Chondrocytes in Rheumatoid Arthritis	2.22E00	1.41E-01
PDGF Signaling	2.22E00	1.86E-01
Remodeling of Epithelial Adherens Junctions	2.21E00	2E-01
Paxillin Signaling	2.19E00	1.62E-01
Small Cell Lung Cancer Signaling	2.18E00	1.6E-01
Reelin Signaling in Neurons	2.16E00	1.88E-01
Semaphorin Signaling in Neurons	2.15E00	2.22E-01
Endometrial Cancer Signaling	2.15E00	2E-01
Endothelin-1 Signaling	2.14E00	1.47E-01
IL-17 Signaling	2.12E00	2E-01
Ovarian Cancer Signaling	2.07E00	1.51E-01
Protein Ubiquitination Pathway	2.07E00	1.44E-01
Clathrin-mediated Endocytosis Signaling	2.06E00	1.52E-01
Leptin Signaling in Obesity	2.06E00	1.76E-01
Role of NANOG in Mammalian Embryonic Stem Cell Pluripotency	2.05E00	1.69E-01
IL-8 Signaling	2.03E00	1.33E-01
ERK/MAPK Signaling	2.03E00	1.42E-01

Melatonin Signaling	2.03E00	1.73E-01
Agrin Interactions at Neuromuscular Junction	2.03E00	2E-01
Gαq Signaling	2.02E00	1.46E-01
Acetate Conversion to Acetyl-CoA	2E00	2.73E-01
CNTF Signaling	1.99E00	1.93E-01
Aryl Hydrocarbon Receptor Signaling	1.99E00	1.35E-01
Colorectal Cancer Metastasis Signaling	1.97E00	1.34E-01
Thrombopoietin Signaling	1.95E00	1.88E-01
Epoxysqualene Biosynthesis	1.95E00	2.22E-01
Taurine Biosynthesis	1.95E00	2.22E-01
Virus Entry via Endocytic Pathways	1.95E00	1.68E-01
DNA Double-Strand Break Repair by Homologous Recombination	1.93E00	2.78E-01
DNA Double-Strand Break Repair by Non-Homologous End Joining	1.93E00	2.5E-01
HER-2 Signaling in Breast Cancer	1.9E00	1.83E-01
TGF-β Signaling	1.9E00	1.78E-01
Cardiac Hypertrophy Signaling	1.9E00	1.37E-01
Type II Diabetes Mellitus Signaling	1.88E00	1.17E-01
Hypoxia Signaling in the Cardiovascular System	1.87E00	1.91E-01
IL-4 Signaling	1.86E00	1.75E-01
IL-3 Signaling	1.81E00	1.87E-01
ErbB Signaling	1.8E00	1.78E-01
NRF2-mediated Oxidative Stress Response	1.77E00	1.44E-01
MSP-RON Signaling Pathway	1.76E00	1.96E-01
Factors Promoting Cardiogenesis in Vertebrates	1.76E00	1.63E-01
AMPK Signaling	1.75E00	1.22E-01
Renin-Angiotensin Signaling	1.74E00	1.51E-01
Ceramide Biosynthesis	1.73E00	1.88E-01
Zymosterol Biosynthesis	1.73E00	1.36E-01
UVA-Induced MAPK Signaling	1.71E00	1.63E-01
SAPK/JNK Signaling	1.71E00	1.52E-01
Prostate Cancer Signaling	1.71E00	1.46E-01
IL-2 Signaling	1.68E00	1.8E-01
B Cell Receptor Signaling	1.67E00	1.43E-01

# Supplementary material for: Low-Dose, Long-Wave UV Light Does Not Affect Gene Expression of Human Mesenchymal Stem Cells
**Source:** PLoS One. 2015 Sep 29;10(9):e0139307. doi: 10.1371/journal.pone.0139307
**Supplement:** S4 Table — Results greater than 1.5-fold change, p < 0.05.

Top 100 Ingenuity Canonical Pathways: 3DrUV vs. 3Dr	-log(p-value	Ratio
Protein Ubiquitination Pathway	8.34E00	1.81E-01
Mitotic Roles of Polo-Like Kinase	4.63E00	2.16E-01
Aldosterone Signaling in Epithelial Cells	4.63E00	1.67E-01
Glucocorticoid Receptor Signaling	3.73E00	1.27E-01
Hepatic Fibrosis / Hepatic Stellate Cell Activation	2.53E00	1.35E-01
NRF2-mediated Oxidative Stress Response	2.43E00	1.28E-01
Cell Cycle: G2/M DNA Damage Checkpoint Regulation	2.18E00	1.84E-01
Sonic Hedgehog Signaling	2.15E00	2E-01
Hereditary Breast Cancer Signaling	2.11E00	1.27E-01
ERK/MAPK Signaling	1.93E00	1.14E-01
Bile Acid Biosynthesis, Neutral Pathway	1.77E00	6.9E-02
Mouse Embryonic Stem Cell Pluripotency	1.77E00	1.41E-01
5-aminoimidazole Ribonucleotide Biosynthesis I	1.73E00	1.11E-01
eNOS Signaling	1.69E00	1.1E-01
Molecular Mechanisms of Cancer	1.68E00	9.82E-02
Pyrimidine Deoxyribonucleotides De Novo Biosynthesis I	1.66E00	1.18E-01
Regulation of the Epithelial-Mesenchymal Transition Pathway	1.62E00	1.12E-01
Aryl Hydrocarbon Receptor Signaling	1.46E00	9.94E-02
Myo-inositol Biosynthesis	1.45E00	2.5E-01
RAN Signaling	1.45E00	1.67E-01
Acute Myeloid Leukemia Signaling	1.42E00	1.31E-01
Estrogen-mediated S-phase Entry	1.4E00	1.79E-01
Cyclins and Cell Cycle Regulation	1.35E00	1.15E-01
NF-κB Signaling	1.3E00	1.09E-01
Basal Cell Carcinoma Signaling	1.3E00	1.3E-01
Role of JAK1 and JAK3 in γC Cytokine Signaling	1.3E00	1.32E-01
IL-9 Signaling	1.28E00	1.5E-01
Methylglyoxal Degradation III	1.27E00	1.3E-01
Small Cell Lung Cancer Signaling	1.23E00	1.06E-01
Pyridoxal 5'-phosphate Salvage Pathway	1.22E00	1.2E-01
DNA damage-induced 14-3-3σ Signaling	1.21E00	1.82E-01
Cleavage and Polyadenylation of Pre-mRNA	1.17E00	2.31E-01
Androgen Biosynthesis	1.17E00	1.15E-01
Prolactin Signaling	1.17E00	1.19E-01
TNFR2 Signaling	1.15E00	1.47E-01
RhoA Signaling	1.12E00	1.15E-01
Superoxide Radicals Degradation	1.1E00	2.5E-01
Glutamate Removal from Folates	1.09E00	3.33E-01
Sulfite Oxidation IV	1.09E00	2.5E-01
PTEN Signaling	1.07E00	1.01E-01
Telomerase Signaling	1.07E00	1.13E-01
Superpathway of Methionine Degradation	1.04E00	7.81E-02
PDGF Signaling	1.04E00	1.16E-01
ILK Signaling	1.04E00	9.76E-02
Netrin Signaling	1.04E00	1.03E-01
ATM Signaling	9.95E-01	1.21E-01
Cell Cycle: G1/S Checkpoint Regulation	9.95E-01	1.18E-01
Role of BRCA1 in DNA Damage Response	9.63E-01	1.13E-01
Activation of IRF by Cytosolic Pattern Recognition Receptors	9.63E-01	1.08E-01
PPAR Signaling	9.6E-01	1.03E-01
Role of JAK2 in Hormone-like Cytokine Signaling	9.51E-01	1.35E-01
Methionine Degradation I (to Homocysteine)	9.37E-01	1.3E-01
PEDF Signaling	9.29E-01	1.14E-01
CD40 Signaling	9.02E-01	1.13E-01
Salvage Pathways of Pyrimidine Ribonucleotides	8.8E-01	9.71E-02
TGF-β Signaling	8.8E-01	1.11E-01

Airway Pathology in Chronic Obstructive Pulmonary Disease	8.79E-01	1.82E-01
Salvage Pathways of Pyrimidine Deoxyribonucleotides	8.79E-01	9.52E-02
Hypoxia Signaling in the Cardiovascular System	8.73E-01	1.18E-01
Oncostatin M Signaling	8.66E-01	1.43E-01
IL-17A Signaling in Gastric Cells	8.58E-01	1.43E-01
Role of JAK family kinases in IL-6-type Cytokine Signaling	8.58E-01	1.43E-01
Role of Osteoblasts, Osteoclasts and Chondrocytes in Rheumatoid Arthritis	8.38E-01	8.84E-02
IL-17A Signaling in Fibroblasts	8.27E-01	1.25E-01
Role of CHK Proteins in Cell Cycle Checkpoint Control	8.14E-01	1.19E-01
γ -linolenate Biosynthesis II (Animals)	8.13E-01	1.25E-01
Mitochondrial L-carnitine Shuttle Pathway	8.13E-01	1.36E-01
Cysteine Biosynthesis III (mammalia)	8.13E-01	1E-01
Antiproliferative Role of TOB in T Cell Signaling	8.12E-01	1.54E-01
GDP-L-fucose Biosynthesis II (from L-fucose)	8.09E-01	1.11E-01
Glycerol-3-phosphate Shuttle	8.09E-01	1.11E-01
RANK Signaling in Osteoclasts	8.08E-01	1.03E-01
Human Embryonic Stem Cell Pluripotency	7.8E-01	8.7E-02
Colorectal Cancer Metastasis Signaling	7.71E-01	8.58E-02
Agrin Interactions at Neuromuscular Junction	7.65E-01	1.14E-01
D-myo-inositol (1,4,5)-trisphosphate Degradation	7.59E-01	1.3E-01
HGF Signaling	7.56E-01	9.91E-02
TNFR1 Signaling	7.53E-01	1.11E-01
IL-10 Signaling	7.4E-01	1.03E-01
Growth Hormone Signaling	7.4E-01	1.03E-01
p38 MAPK Signaling	7.32E-01	1E-01
NAD Phosphorylation and Dephosphorylation	7.19E-01	1.05E-01
GADD45 Signaling	7.1E-01	1.25E-01
Fcy Receptor-mediated Phagocytosis in Macrophages and Monocytes	6.81E-01	9.43E-02
Chronic Myeloid Leukemia Signaling	6.81E-01	9.43E-02
p53 Signaling	6.62E-01	9.26E-02
Role of PKR in Interferon Induction and Antiviral Response	6.59E-01	1.02E-01
GM-CSF Signaling	6.56E-01	1.03E-01
Ubiquinol-10 Biosynthesis (Eukaryotic)	6.54E-01	6.9E-02
Purine Nucleotides De Novo Biosynthesis II	6.54E-01	4.76E-02
1,25-dihydroxyvitamin D3 Biosynthesis	6.51E-01	9.09E-02
Ascorbate Recycling (Cytosolic)	6.51E-01	7.69E-02
Glutathione Redox Reactions II	6.51E-01	1.43E-01
S-adenosyl-L-methionine Biosynthesis	6.51E-01	1.25E-01
IL-6 Signaling	6.43E-01	9.68E-02
CD27 Signaling in Lymphocytes	6.42E-01	1.02E-01
Role of RIG1-like Receptors in Antiviral Innate Immunity	6.3E-01	1.02E-01
Pancreatic Adenocarcinoma Signaling	6.25E-01	8.59E-02
Ovarian Cancer Signaling	6.14E-01	8.55E-02
Bladder Cancer Signaling	6.06E-01	9.28E-02

# Supplementary material for: Low-Dose, Long-Wave UV Light Does Not Affect Gene Expression of Human Mesenchymal Stem Cells
**Source:** PLoS One. 2015 Sep 29;10(9):e0139307. doi: 10.1371/journal.pone.0139307
**Supplement:** S5 Table — Genes upregulated during differentiation of hMSC (reviewed in [53]) can be found minimally in some UV comparisons, but not reliably upregulated. Fold changes are reported along with their p-values. In instances where we found multiple listings for the same gene, all the fold changes and p-values are given.

***Table S5****.* ***Genes upregulated during differentiation of hMSC*** *(reviewed in [*[*1*](#_ENREF_1)*]) can be found minimally in some UV comparisons, but not reliably upregulated. Fold changes are reported along with their p-values. In instances where we found multiple listings for the same gene, all the fold changes and p-values are given.*

| **Lineage** | **Gene Symbol** | **2D_1+2_UV vs. 2D_1+2_**  **Fold chg** | **3D_C_UV vs. 3D_C_**  **Fold chg**  **(p-value)** | **3D_R_UV vs. 3D_R_**  **Fold chg**  **(p-value)** | **3D_R_±UV vs. 3D_C_±UV**  **Fold chg (p-value)** |
| --- | --- | --- | --- | --- | --- |
| Osteo | *CRYAB* | --- | --- | --- | 2.44 (1.32e-8) |
|  | *ID4* | --- | --- | -2.00 (5.50e-3)  -2.03 (3.11e-3) | 3.95 (5.30e-9)  2.83 (4.17e-6)  2.04 (1.27e-8) |
| Chond | *ADAMTS5* | --- | --- | 2.04 (1.44e-2) | -4.87 (2.11e-7)  -3.95 (5.77e-8)  -3.82 (9.46e-7) |
| Adipo | *PDK4*  *ZEB* | --- | --- | --- | 7.78( 5.22e-7)  2.06 (3.22e-5) |
|  |  | --- | --- | --- | [ZEB1]-2.54 (2.38e-9)  -3.71(7.29e-8)  [ZEB2]-2.08 (1.30e-8) |
| Neuro | *NEGR1* | --- | -2.76 (1.43e-5)  -2.63 (5.57e-5)  -2.52 (1.69e-4) | -2.55 (7.67e-5)  -2.47 (5.29e-5) | --- |
|  | *SOCS2* | --- | --- | --- | 2.14 (1.33e-5) |

References

1. Menicanin D, Bartold PM, Zannettino ACW, Gronthos S (2009) Genomic Profiling of Mesenchymal Stem Cells. Stem Cell Reviews and Reports 5: 36-50.

How the deposited data were processed for this re-analysis (not part of the article)

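RNA of hMSCs from 24 cultures was measured on Affymetrix HG-U133 Plus 2.0 arrays, 3 arrays for each of 8 groups: 2D1, 2D1UV, 3DC and 3DCUV, prepared in the first month, and 2D2, 2D2UV, 3DR and 3DRUV, prepared in the second. Each array's culture, UV treatment and replicate number were taken from the deposited sample labels, and the group names and the month from the S1 Table and Introduction of the paper. The cells come from a single donor, so that the spread between replicates is one of cultures and not of people.

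The deposited intensities are 1 signal per probe set and array on a linear scale, and what was done by the authors to make them was background correction and summary of each array on its own with the MAS5 method, followed by scaling of every array to the same trimmed mean. The header of the second deposited table names MAS5 signals, the signals were all above 0, and each array had a mean of 500.1 without its lowest and highest 2% of values. The paper names Partek for its analysis and RMA (robust multi-array average) in a figure legend, which these linear values are not. No normalization between arrays beyond the scaling was found in the values, and the software version of the MAS5 step is not given in the sources used here. Gene symbols and titles came from the second deposited table, whose annotation release the table does not state. That table also holds 72 columns of per-array values, named by array numbers that match no sample label, and these were not used here. The plan had taken that table for all comparisons and the other as its alternative, so that all values rest on the other and the plan's first table gives none.

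The signals ran from 0.0364 to 74241, with array medians from 56.3 to 82.3. Between 40.4% and 47.8% of an array's signals were below 50, where the scatter of log2 values is large. The plan assumed that the deposited values were on a log2 scale already. As they were not, 50 was added to each signal and log2 taken. The number 50 was set before any comparison was fitted, but it was not part of the plan, and a literal reading of the plan adds nothing. The first fit was run with 0, 16 and 50 side by side, and it was then seen that 50 gives counts nearer to the paper's than 0 or 16. The 50 was kept, and the counts with 0 and 16 are given in the text. Adding 50 makes the fold changes of dim genes smaller.

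Of 54675 probe sets, 62 controls were left out and 54613 tested. Of these, 41479 have 1 gene symbol, 961 several and 12173 none, and genes were counted over the 20307 symbols that stand alone. The log2 values were fitted with limma (version 3.58.1, R 4.3.3, data.table 1.17.8): 1 mean per group over all 24 arrays, 16 residual degrees of freedom, contrasts between the groups, and moderated variances. A probe set was called at over 2-fold and an unadjusted p under 0.05, the paper's threshold, and for 3DRUV against 3DR also at 1.5-fold. Every adjusted p of a gene or probe set, whatever the number of arrays, is the moderated p from limma adjusted by the Benjamini-Hochberg method over all probe sets tested in that comparison. For 2D1+2UV, for 3DR±UV and for the mean of the 4 UV comparisons, group means were averaged. The gels were also compared after taking from each the 2D mean of its own month, which removes a month effect that 2D and 3D share. The differences between the UV effects of the 2 gels, and of the 2 months, were fitted as contrasts of their own. Single genes at a claim were also tested by exact permutation of the arrays, within month or culture where a comparison spans them.

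Gene lists, 38 in number, were written from general knowledge or from the genes the paper names, with 643 members, of which 638 are measured, 4 under an older symbol. A list was represented by 1 probe set per gene, the one with the highest mean, and tested with camera from limma with an inter-gene correlation of 0.01 and with the correlation estimated, adjusted over the lists of a comparison by the Benjamini-Hochberg method. The plan named the comparisons of 2D1+2UV, 3DCUV, 3DRUV, 2D1UV with 2D2UV, the pooled gels and gels with 2D for this, and the lists were tested in the other comparisons as well. Members are counted as rising or falling by the adjusted p over all probe sets, and again by p-values adjusted over the list alone. Principal components were taken of the log2 values centred per probe set. The expected number of genes shared by 2 comparisons is the product of their counts over the number of genes. For comparisons that share arrays, 20 data sets with no change were simulated from the residuals.

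The genes named in the text follow a rule set with the plan: every gene that the paper or its supplements name for a comparison, whose values there had been seen, with the probe set of highest mean first; for each comparison, up to 8 genes with the largest rise and up to 8 with the largest fall among probe sets with an adjusted p under 0.05, over 2-fold, with no overlap between the arrays of the 2 sides and exactly 1 symbol; and from each list named, up to 4 members with the lowest adjusted p. Genes named outside the rule are said to be, except SESN2, CDKN1A, TP53INP1 and RRM2B, which were drawn by it from a list that is not reported here, as some other genes are not. The RNA quality of each array was taken as the log2 ratio of its 3' to its 5' control probe sets of ACTB and GAPDH.

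The methods were tested on simulated data. In a comparison of 3 arrays against 3, of 50 probe sets each moved by 1.5-fold, 2.5-fold, 4-fold and 8-fold, 3, 46, 50 and 50 were called at over 2-fold and an unadjusted p under 0.05, and 2, 42, 48 and 50 at an adjusted p under 0.05. Of the unmoved probe sets, 21 and 2 were called. The simulation gave every group the same spread, so these counts do not cover the larger spread of the gels. The median SD of a probe set among replicates was 0.123 to 0.137 log2 units in the 2D groups and 0.189 to 0.241 in the 3D groups.

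Also tried, as set out in the plan, were quantile and cyclic loess normalization between arrays, leaving out probe sets with a mean log2 value under 5, leaving out probe sets of the kinds that share sequence with other genes, 1 probe set per gene, limma with a trend and robust moderation, a plain linear model, array weights, only the arrays compared, an adjusted p in place of the unadjusted one, a term for the replicate number, a term for the month, and leaving out each array in turn. Added after the values had been seen were 0 and 16 in place of 50, 0 with an adjusted p, 0 without dim probe sets, the ACTB ratio as a covariate, and the retinoid list without DHRS3. Raw array files and genome coordinates were not used here.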

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

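Chosen after the result was seen were the splits of the samples for the difference of the UV effect between the gels, the test of a linear trend in the ACTB ratio, the retinoid list without DHRS3 and the look at heat shock chaperones in 3DRUV against 3DCUV, and list tests in the mean of the UV comparisons and for the UV effect between the gels had not been planned.

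Probe sets that differ between 3DR±UV and 3DC±UV numbered 2519. Of 100 splits of the 12 arrays only 1, the real one, called as many, and the highest of the others called 932, which argues against chance. A share of 1 in 100 is the smallest that these splits can give. With the month removed through the 2D cultures 2903 were called, which argues against a month effect that gels and 2D share as the whole cause, while a month effect in the gels alone cannot be told apart from the gel type, since each gel was made in 1 month. RNA quality cannot be told apart either, since the ACTB 3'/5' ratio differed by -0.73 log2 units (two-sided exact permutation test, p = 0.0173, 6 arrays against 6; an overlap of the ranges had been taken as the sign against it, which is too weak because the means differ all the same), although 2114 probe sets were called in the same direction with the ratio as a covariate, which argues against a linear trend in it as the whole cause. The GAPDH 3'/5' ratio differed by -0.08 log2 units between the gels, with overlapping ranges (two-sided exact permutation test, p = 0.26, 6 arrays against 6). The chemistry of the gels remains open as the biological explanation and is a hypothesis.

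Probe sets that differ between 3DRUV and 3DR numbered 481, where the 10 splits of 3 arrays against 3 are too few (the highest other split called 193; the real one is 1 of 10). A single deviating array is argued against, since the lowest count with 1 of the 6 arrays left out was 413, and the highest was 989, without 3DR replicate 3. A candidate explanation is that UV moved the gels back along the heat shock and cell cycle state of 3DR: heat shock chaperones and genes of mitosis changed in the opposite direction to 3DR against 3DC, with the highest of the 4 adjusted p at 2.1e-11. With an estimated correlation the 4 values were 0.026 and 0.145 with UV and 0.055 and 0.288 between the gels, over ranges from 3.2e-27 to 0.026 for heat shock chaperones and from 2.6e-37 to 0.145 for mitosis with UV. Both comparisons use the same 3DR arrays, which makes opposite signs by itself, and in 3DRUV against 3DCUV, which does not, heat shock chaperones were higher by a median of 0.23 (adjusted p = 0.016, 0.48 with an estimated correlation), so that the explanation remains a hypothesis.

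Probe sets changed by UV across all 4 cultures numbered 26, and of 100 reassignments of UV only 1, the real one, called as many, with 7 in the highest other, which argues against chance. The scaling between arrays is argued against as the cause, since quantile and cyclic loess normalization called 26 and 28. A candidate explanation is aryl hydrocarbon receptor activation by UV-made ligands: of its targets CYP1B1, CYP1A1, TIPARP and AHRR, 2 rose, CYP1B1 by 0.62 (adjusted p = 0.0013) and TIPARP by 0.51 (adjusted p = 3.7e-05), and CYP1A1 (0.45, adjusted p = 0.12) and AHRR (0.33, adjusted p = 0.11) did not pass. Another is the loss of retinoids from the irradiated medium: beside DHRS3 (-2.31), 3 of 8 other retinoid genes fell, RARB (-0.84), RARRES1 (-0.71) and CYP26B1 (-0.70, with 0.097 in another probe set), and CYP26A1 (-0.35), RARRES3 (-0.29), CRABP2 (-0.28), STRA6 (-0.16) and RARRES2 (-0.04) did not pass (12 arrays against 12). Neither test separates UV from the handling that went with it, and no ligand or retinoid was measured. CYP1B1 and TIPARP rose more in 2D1+2UV than in this mean. With an estimated correlation, the list of aryl hydrocarbon receptor targets passed in neither 3DCUV nor 3DRUV.

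The UV effect differed between 3DR and 3DC, by a test of the difference itself, in 96 probe sets over 2-fold at an adjusted p under 0.05, and in 18 with nothing added before log2. Of 100 reassignments of UV within the gels 34 called the 671 of an unadjusted p or more (highest 1775), but swapping UV in 1 gel turns the sum of the 2 UV effects into their difference, so that these reassignments do not test it. For the difference itself, camera gave an adjusted p of 0.028 with an estimated correlation for the 24 heat shock chaperones (from 2.0e-27 to 0.028 over the alternatives), whose median UV effect was 0.91 log2 units lower in 3DR (-0.91).

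The paper does not discuss the following gene groups in these comparisons, though its supplement lists pathways of NRF2, the aryl hydrocarbon receptor and TGF-beta for 3DRUV against 3DR and for the pooled gels; each estimated-correlation value is the highest over the alternatives tried. In 2D1+2UV against 2D1+2 (6 arrays against 6), NRF2 targets (median 0.40), aryl hydrocarbon receptor targets (0.60) and retinoid metabolism and retinoic acid targets (-0.16) had an adjusted p of 0.0046 each with an estimated correlation, and from 9.3e-21, 1.1e-05 and 1.3e-04 upward over the alternatives. In the mean of the 4 UV comparisons (12 against 12), TGF-beta targets (2 of 16 fell, 1 rose and 5 fell adjusted over the list alone, median -0.20; SNAI2 -0.37), YAP targets (1 of 21 rose and 4 fell, 1 and 8 adjusted over the list alone, median -0.16; ANKRD1 -0.79) and aryl hydrocarbon receptor targets (2 of 8 rose, 6 adjusted over the list alone, median 0.38) had one of 0.019 each, and from 5.4e-04, 5.4e-04 and 1.1e-04 upward. Retinoid metabolism and retinoic acid targets had one of 0.0012 there (1 of 19 rose and 6 fell, 1 and 8 adjusted over the list alone, median -0.26), and from 1.0e-06 upward, and without DHRS3, which the paper had picked, 0.0083 (0.033 in 2D1+2UV). Between 3DR±UV and 3DC±UV (6 against 6), where the paper discusses cholesterol synthesis, other SREBP targets (median -0.96) had one of 0.039, and from 1.2e-12 upward.

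The paper shows gels and 2D cultures together in its component plot and heat map but gives no genes that differ between them, and 5113 probe sets were called in 3DC±UV against 2D1±UV and 3633 in 3DR±UV against 2D2±UV. In each, 1 of 100 splits, the real one, called as many and the highest of the others called 2418 and 1365, which argues against chance. The ACTB ratios of the 3D arrays were all above those of 2D. The GAPDH 3'/5' log2 ratio differed less, by 0.12 in 3DC±UV and 0.07 in 3DR±UV, with overlapping ranges (two-sided exact permutation test, p = 0.061 and 0.019). The paper reports an average RNA integrity number above the one it required.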

How the results depend on the processing

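Chosen after the data were seen were the fits with 0 or 16 added before log2 in place of 50, 0 with an adjusted p, 0 without dim probe sets and the ACTB 3'/5' ratio as a covariate, as well as the retinoid list without DHRS3 and the test of the UV effect between the months; the other alternatives had been planned. For the counts, shares, overlaps and genes at a claim, 984 of 1165 alternative values kept their direction and their side of the threshold or stayed within 1.5 times the reported value, 181 did not, and 2 of these turned round. For the other genes and lists named, 4268 of 4538 did, 270 did not, and 20 turned round. The table planned as the main source could not be used, since its columns match no sample, so that no value compares the 2 tables. Except where a cause is named, the cause was not tested.

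The value added before log2 matters most. The array signals of the dim genes are near background, 40.4% to 47.8% of them below 50, and this limits every fold change there. With nothing added, the probe sets called numbered 1738 in 2D1UV, 2015 in 2D2UV, 1573 in 2D1+2UV, 1745 in 3DCUV, 3208 in 3DRUV (6374 at 1.5-fold) and 934 in the mean of the 4 UV comparisons. Between 2D1 and 2D2 they were 1858, between 2D1UV and 2D2UV 1870, between 3DR and 3DC 8057, between 3DRUV and 3DCUV 6179, between the pooled gels 7097 and with the month removed 6951. Against 2D they were 11092 in 3DC±UV and 9238 in 3DR±UV, and for the UV effect 2903 between the gels and 1673 between the months. With 16 added the same counts were 482, 669, 203, 587, 1652 (6384 at 1.5-fold) and 54 for UV, 468 and 603 between the months, 5999, 4225, 4037 and 4985 between the gels, 5619 in 3DR±UV against 2D2±UV, and 2477 and 1086 for the differences of the UV effect. Only in 3DC±UV against 2D1±UV was the count with 16, 7390, within 1.5 times the reported 5113. With nothing added and probe sets of a mean log2 value under 5 left out they were 569, 807, 472, 518, 1573 and 162 for UV, 576 and 712 between the months, 5892, 4383, 4777 and 5142 between the gels, 7924 and 6511 against 2D, and 1504 and 500 for the differences of the UV effect. With nothing added and an adjusted p under 0.05 they were 51, 99, 195, 21, 764 (1820 at 1.5-fold) and 174 for UV, 11 and 81 between the months, 5846, 4011, 5623 and 4785 between the gels, 9685 and 7803 against 2D, and 18 and 0 (limma) for the differences of the UV effect.

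The numbers of shared genes expected by chance follow these counts, from 55.9 to 843 with 0 and from 2.86 to 443 with 16 added. So do the genes shared by 2 comparisons. With 0, and with 16 added, they were 228 and 86 for UV in the 2 months, 263 and 90 for 2D1UV against 2D2UV with 3DRUV against 3DR, 2070 and 1545 for the 2 gel comparisons, 207 and 34 for 2D1+2UV with 3DRUV, 143 and 19 for 2D1+2UV with 3DCUV, 254 and 53 for 3DCUV with 3DRUV, 1076 and 540 for 3DRUV against 3DR with 3DR against 3DC, and 198 and 44 for the months without and with UV. With an adjusted p under 0.05 they were 29 for UV in the 2 months, 21 for 2D1UV against 2D2UV with 3DRUV, 4 for 2D1+2UV with 3DCUV, 5 for 3DCUV with 3DRUV and 9 for the months, and with nothing added as well 19, 10, 2, 2 and 3, with 1522 for the gels and 338 for 3DRUV against 3DR with 3DR against 3DC.

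Of the variance, with nothing added before log2, the first component held 21.3%, the second 8.77%, the kinds of culture 29.1%, the months 3.71% and UV 14.6%, and with 16 added the first component held 36.9%, the cultures 48.4% and the months 2.97%. With each probe set scaled to unit variance the first component held 24.6%, the cultures 37.4%, the months 3.62% and UV 14.3%, and without dim probe sets the cultures held 67.7% and the months 2.47%. Without 1 replicate number at a time, the cultures held 61.3% to 65.0%, the months 3.21% to 3.31% and UV 12.6% to 15.3%. In each of these the cultures held more than UV.

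With an adjusted p under 0.05 in place of the unadjusted one, a stricter threshold, the counts were 47 in 2D1UV, 42 in 3DCUV, 2444 at 1.5-fold in 3DRUV, 15 between 2D1 and 2D2, and 96 and 2 for the differences of the UV effect between the gels and between the months. Fewer probe sets are tested without those that end in _s_at or _x_at, which gave 45 in 2D1UV, 103 in 2D2UV, 62 in 2D1+2UV, 17 in the mean of the UV comparisons, 23 and 93 between the months without and with UV, and 2391 in 3DR±UV against 2D2±UV. Fewer still are tested with 1 probe set per gene, which gave 102 in 2D2UV, 66 in 2D1+2UV, 54 in 3DCUV, 241 in 3DRUV (1836 at 1.5-fold), 16 and 88 between the months, 1690, 852, 1092 and 1276 between the gels, 2104 and 1677 against 2D, and 306 and 39 for the differences of the UV effect. Quantile and cyclic loess normalization, trend and robust moderation, a plain linear model, array weights, only the arrays compared, dim probe sets left out and the ACTB ratio as a covariate left every count within 1.5 times the reported one. The share of lower probe sets did move with the scaling: in 3DRUV it went from 56.1% to 69.8% with cyclic loess, at 1.5-fold from 44.3% to 58.4%, in 3DR against 3DC from 67.5% to 56.6% with quantile normalization and 57.2% with cyclic loess, and for the UV effect between the gels from 37.4% to 52.5% and 53.3%. With nothing added, the median of all probe sets lay at 0.15 log2 units in 3DC±UV and 0.13 in 3DR±UV against 2D, and rises there are to be read relative to it.

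Leaving out 1 array at a time, the count in 3DCUV ran from 98 to 180 (170 without 3DC replicate 2, 180 without 3DC replicate 3, 165 without 3DCUV replicate 2) and in 3DRUV from 413 to 989 (989 without 3DR replicate 3, 732 without 3DRUV replicate 3). Between 2D1 and 2D2 it ran from 36 to 66 (66 without 2D1 replicate 2, 64 without 2D2 replicate 1, 54 without 2D2 replicate 3), and for the UV effect between the gels from 651 to 1185 (1185 without 3DR replicate 3). The other counts stayed within 1.5 times. With 1 array left out, a group holds 2 arrays.

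A term for the replicate number within each month (a replicate block) left 480 probe sets called in 3DRUV. The numbers do not pair the samples: of 36 pairs of arrays with the same number in a month, 2 had a correlation of residuals over 0.1 (from -0.28 to 0.31), and of 24 arrays 10 correlated best with one of their own number.

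Fewer lists of the 38 passed with an estimated inter-gene correlation, which allows for members that vary together: 5 in 2D1UV, 6 in 2D2UV, 7 in 2D1+2UV, 1 in 3DCUV, 3 in 3DRUV, 6 in the mean of the UV comparisons, 3 between 2D1UV and 2D2UV, 2 in 3DR against 3DC, 2 between the pooled gels and 4 with the month removed, 7 in 3DC±UV and 2 in 3DR±UV against 2D, and 1 for the UV effect between the gels. With the correlation of 0.01 these were 14, 20, 20, 10, 13, 23, 13, 18, 19, 19, 20, 19 and 14. Cyclic loess gave 15 lists in the mean of the UV comparisons. Without DHRS3, the 18 other retinoid genes had an adjusted p of 0.033 in 2D1+2UV, 0.0044 in 3DCUV, 0.082 in 3DRUV and 0.0083 in the mean of the UV comparisons with an estimated correlation.

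DHRS3 and FOXQ1 changed with UV in the mean of the 4 cultures under all 33 alternatives tried, from -2.51 to -2.25 and from 1.74 to 1.90 log2 units. In 3DCUV the rise of FOXQ1 lost its call with nothing added (1.13), with the ACTB ratio as a covariate (0.85) and without 3DC replicate 1 (1.00), and ran from 1.00 to 1.23 with 1 array left out. The covariate takes 1 degree of freedom and is confounded in part with UV there. MMP1 in 3DRUV lost its call with nothing added (1.68) and without 3DR replicate 1 (1.07), and ran from 1.07 to 1.54 with 1 array left out. HSPA6 in 3DRUV lost it with nothing added (-2.78), with 16 added (-2.77), with quantile normalization (-2.42) and without 3DR replicate 1, 3DR replicate 2, 3DRUV replicate 2 or 3DRUV replicate 3, with values from -3.21 to -2.40. HMGCS1 was lower in 3DR±UV under all 22 alternatives, from -2.40 to -1.72.

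Other probe sets of the same gene, dimmer than the one reported, gave other values. STAT3 turned from no call to -1.44 in 3DRUV and to 3.27 in 3DR against 3DC. The dimmest probe set of RICTOR had -0.14 between the gels, and that of CHI3L1 -0.25 between the gels and 0.19 in 3DRUV. In 2D1+2UV the sign turned for AKR1C1 (-0.0098), TGM2 (0.034) and ITGA8 (0.017), in 2D2UV for THSD4 (0.096), and in the mean of the UV comparisons for CYP26B1 (0.097). In 3DRUV it turned for CDK1 (0.14), RARB (0.17) and THSD4 (0.19). Between the gels it turned for ACAN (-0.61, which is also the value without probe sets ending in _s_at or _x_at), LIFR (0.086), RUNX2 (0.35 and 0.0021), FASN (0.057), TP53INP1 (0.063), NEGR1 (0.016) and ZEB2 (0.36 and 0.0070), and in 3DC±UV against 2D1±UV for SPP1 (-0.0043).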

Differences from the paper's values

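Of 21 counts and percentages of the paper that were also computed here, 2 differ, and of 40 fold changes 8 do. Counts and percentages are said to differ when they are over 1.5 times apart, and fold changes when they are more than 1 SD of the replicates apart in log2 or have opposite signs. At the paper's 1.5-fold threshold it gives 2006 transcripts for 3DRUV against 3DR, and 3823 were called here. Of 17 alternatives set before the data were examined, 3 come within 1.5 times the paper's count, those without probe sets ending in _s_at or _x_at (2578), with 1 probe set per gene (1836) and with an adjusted p under 0.05 (2444), and 14 do not (1836 to 5522 over all). The paper finds 50% of the genes that differ between 2D1UV and 2D2UV in 3DRUV against 3DR, and here it was 29.2%. It came within the paper's value with cyclic loess (34.8%) and not under the 2 other alternatives tried (lowest 24.1%).

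For STAT3 in 3DR against 3DC the paper gives 6.48-fold, and the dimmest probe set gave 9.67 here. It came within the paper's value with array weights and without 3DR replicate 1, 3DR replicate 2, 3DC replicate 1 or 3DC replicate 2 (8.35 to 8.80), and not under the 11 others of 16. For JUNB there the paper gives 2.2-fold and the value here was 3.85, beyond the paper's under all 17 alternatives (3.50 to 4.39). For ID4 in 3DRUV against 3DR the smaller of the paper's values is -2.00 and the value here -1.60, within it with quantile normalization (-1.71), cyclic loess (-1.73) and without 3DR replicate 3 (-1.79) or 3DRUV replicate 3 (-1.73), and not under the other 11 of 15.

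Between the pooled gels the smallest of the paper's 3 values for ADAMTS5 is -3.82 and the value here was -3.04. It came within the paper's with array weights (-3.18) and without 3DR replicate 2, 3DRUV replicate 1, 3DC replicate 2 or 3DCUV replicate 3 (-3.30 to -3.08), and not under the other 17 of 22. For ZEB1 the larger of the paper's values is -3.71 and the value here -2.35, within it with the month as a term (-2.89) and without 3DCUV replicate 1, and not under the other 19 of 21. For NEGR1 in 3DCUV against 3DC the paper's middle value is -2.63 and the value here -2.13, within it without 3DC replicate 3 or 3DCUV replicate 2 (-2.31 each), and not under the other 13 of 15. In 3DRUV against 3DR the smaller of the paper's values for NEGR1 is -2.47 and the value here -1.79, beyond it under all 15 (-2.04 to -1.67).

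For CDCA2 in 2D1 against 2D2 the paper gives -2.1 and the value here was 2.02, with the other sign under all 15 alternatives (1.89 to 2.08). In 2D1UV against 2D2UV the paper's 2.1 and the value here, 2.10, match. All values here are folds on log2(signal + 50), a scale set after the files had been read, before any comparison was fitted, and not in the plan. The counts come near the paper's with 50 added and not with 0 or 16: for 3DRUV against 3DR the paper gives 507 transcripts, against 481 with 50, 1652 with 16 and 3208 with 0.

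Some statements of the paper also differ from the values here. The paper states that the genes changed in 2D2UV are not mirrored with UV in 3D. Of the 160 probe sets, 79.4% had the same direction in 3DCUV and 75.0% in 3DRUV (of all brighter probe sets 55.6% and 54.8%), where 44 had an adjusted p under 0.05 in the same direction and 3 in the opposite one. It puts the rise of FOXQ1 at no more than 5-fold, which it passed in 2D2UV (5.64), while FOXQ1 stayed below it in 2D1UV (4.69) and in both gels. It calls it likely that FOXQ1 and DHRS3 changed in concert by chance, and both changed with an adjusted p of at most 4.2e-10 in the mean of the 4 UV comparisons.

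It finds no affected processes with UV in the combined 2D samples or in conjugate addition gels, from searches among the genes over 2-fold. The tests here are of another kind, since camera weighs shifts of any size over all members of a list. By camera 20 of 38 gene lists passed in 2D1+2UV and 7 with an estimated correlation, and 10 and 1 in 3DCUV, the last the retinoid genes. By the brightest probe set, only DHRS3 and FOS among the listed genes fell in 3DCUV, and none rose. The paper states that STAT3 fell with UV in 3DR, which holds for the dimmest of 4 probe sets (-1.44), while the others had log2 fold changes from 0.19 to 0.35 and were not called. It names FOSB, JUN and JUNB as the AP-1 genes higher in 3DR, and here FOS (1.51), FOSL1 (1.22) and 2 of 5 probe sets of FOSL2 (up to 1.68, 0.58 in the brightest) were called over 2-fold as well, and JUN in 1 of 4 probe sets, not its brightest. It has all genes shared by the 2 gel comparisons among those of the pooled gels, and here 981 of 991 were.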

Other observations

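Chosen after the result was seen were the splits of the samples for 3DRUV against 3DR at 1.5-fold, for the gels with the month removed and for the UV effect between the months. In conjugate addition gels against the 2D cultures of the same month, SREBP targets, matrix metalloproteinases with their inhibitors, and osteogenic genes were higher as lists. Of 13 other SREBP targets 11 rose and 1 fell (11 and 1 adjusted over the list alone, median log2 fold change 1.40, adjusted p = 1.6e-07, from 3.2e-08 to 0.045 over the alternatives), with SCD at 4.09 (standard error 0.11, adjusted p = 4.3e-16) and FADS1 at 2.57. All 9 matrix metalloproteinases and inhibitors rose (9 adjusted over the list alone, median 0.68, adjusted p = 3.5e-04, from 8.5e-05 to 0.045), with MMP14 at 1.76 (standard error 0.16, adjusted p = 2.0e-08) and MMP1 at 1.41. Of 9 osteogenic genes 5 rose (5 adjusted over the list alone, median 0.45, adjusted p = 0.0072, from 7.4e-04 to 0.045): IBSP by 3.74 (standard error 0.17, adjusted p = 9.9e-13), BMP2 by 3.70 (standard error 0.21, adjusted p = 1.6e-11), SPP1 by 2.21 (adjusted p = 7.2e-09) and RUNX2 by 1.65 (adjusted p = 7.7e-12), each with all 6 gel arrays above the 6 others. Of 21 genes of IL-6 and JAK/STAT signaling 15 rose and 2 fell (15 and 2 adjusted over the list alone, median 0.53, adjusted p = 7.9e-04, from 1.4e-04 to 0.035).

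In radically polymerized gels against the 2D cultures of their month, 14 of the 21 genes of IL-6 and JAK/STAT rose and 3 fell (14 and 3 adjusted over the list alone, median 0.76, adjusted p = 2.1e-04, from 7.4e-06 to 0.029). CEBPB rose by 2.36 (standard error 0.07, adjusted p = 1.7e-15) and BCL3 by 1.74 (standard error 0.10, adjusted p = 5.5e-11), each with all 6 gel arrays above the 6 others. Other SREBP targets did not move together there (6 of 13 rose and 4 fell, 6 and 4 adjusted over the list alone, median 0.09, adjusted p = 0.55). In both gels these differences go with a higher ACTB 3'/5' ratio and a higher number of cells per sample, and the paper gives no genes for these comparisons.

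The other counts were set against splits of their samples. In 2D1+2UV against 2D1+2, 1 of 100 splits, the real one, called 101 or more and the highest other called 29, and for the gels with the month removed 1 of 100 called 2903 or more and the highest other 1284, which argues against chance for both. For the UV effect between the months 60 of 100 reassignments of UV within the months called 96 or more (highest 1008), but swapping UV in 1 month turns the sum of the 2 UV effects into their difference, so that they do not test it, and 2 probe sets were called at an adjusted p under 0.05. With 3 arrays against 3 the 10 splits are too few. The real count was the highest, 1 of 10, in 2D1UV (79, highest other 13), 2D2UV (160 and 9), 2D1 against 2D2 (35 and 10), 2D1UV against 2D2UV (156 and 12), 3DR against 3DC (3631 and 356), 3DRUV against 3DCUV (2251 and 215) and 3DRUV against 3DR at 1.5-fold (3823 and 2227). In 3DCUV against 3DC, 5 of 10 splits called 99 or more, and the highest called 272, which points to a structure of these 6 arrays other than UV.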
